# Developmental regulation of long-range neuroblast migration by Eph/ephrin signaling

**DOI:** 10.3389/fnins.2025.1670635

**Published:** 2025-10-08

**Authors:** Daria Yeroshenko, Chamalka de Silva, Anika Burli, Sarah Bellizzi, Vijender Singh, Joanne Conover

**Keywords:** Eph receptor tyrosine kinases, rostral migratory stream (RMS), postnatal neurodevelopment, single-cell RNA analysis, neural stem/progenitor cells, postnatal migration

## Abstract

In the developing mouse anterior forebrain, the rostral migratory stream (RMS) supports continued proliferation and efficient transportation of large quantities of neuroblasts from the ventricular-subventricular (V-SVZ) stem cell niche to the olfactory bulb (OB). Astrocytes aid this migration by providing a glial network through which chains of fasciculated neuroblasts move. The largest receptor tyrosine kinase family, Eph receptors, and their ephrin ligands have been implicated in controlling neuroblast migration and astrocyte organization within this pathway. However, a clear understanding of the regulatory mechanisms underlying Eph/ephrin signaling remains elusive due, in part, to the complexity of heterogeneous expression patterns in both neuroblasts and astrocytes, as well as the cytoarchitectural changes that occur during postnatal development. To address this gap, we analyzed RMS cytoarchitecture together with transcriptomic and proteomic profiles at postnatal days P6, P12, and P60, and mapped Eph-ephrin interactions using predictive interaction models. Our data revealed temporally regulated, cell type-specific, receptor-ligand interactions, highlighting the prevalence and dynamic shifts of neuroblast-neuroblast, neuroblast-astrocyte, astrocyte-astrocyte interactions. Together, these findings established a framework that deconvoluted and characterized Eph and ephrin signaling as the RMS changed from a diffuse stream of migratory neuroblasts to a highly constricted pathway of neuroblast chains within astrocytic networks.

## 1 Introduction

Cell migration is a highly controlled, essential process in the development and maintenance of a healthy brain. Mammals, from humans to mice, retain a postnatal neuronal migratory pathway, the rostral migratory stream (RMS), originating in the ventricular-subventricular zone (V-SVZ) along the lateral ventricles and ending in the olfactory bulb. An additional pathway, the medial migratory stream (MMS), found in humans, extends from the V-SVZ to the ventromedial prefrontal cortex (Paredes et al., 2016; Sanai et al., 2011). In mice, the RMS persists into adulthood and old age (Mobley et al., 2013) based on continual V-SVZ neurogenesis supplying new neuroblasts for migration (Apostolopoulou et al., 2017; Obernier and Alvarez-Buylla, 2019; Shook et al., 2012; Sun et al., 2010). While in humans, V-SVZ neurogenesis is greatly reduced by 2 years of age along with accompanying depletion of migratory neuroblasts in both the RMS and MMS (Sanai et al., 2011; Sorrells, 2024). The well-conserved cellular architecture of the RMS in mouse and human (Sanai et al., 2011) provides the impetus for understanding RMS regulatory control.

Developmental assessment reveals that prior to birth (E16–E18) the RMS emerges as a rostral extension of the lateral ventricle, forming a continuous path toward the olfactory bulb (Pencea and Luskin, 2003; Peretto et al., 2005). During embryonic and neonatal development, loosely aggregated neuroblasts migrate collectively along this extension (Nie et al., 2010; Pencea and Luskin, 2003). Observations at P6 indicate that astrocytes are found mainly along the periphery of the RMS with only a few integrating within the pathway. By P12, astrocytes are integrated with the migratory neuroblasts within the RMS core (Peretto et al., 2005; Todd et al., 2017). Thereafter, the RMS consists of tightly fasciculated chains of neuroblasts that migrate through a dense network of astrocytes and a sparse, parallel array of blood vessels (Khodosevich et al., 2013; Meller et al., 2023; Sun et al., 2010).

Known regulators of RMS organization and neuroblast migration include PSA-NCAM, which helps mediate neuroblast-neuroblast contact, facilitating chain migration (Battista and Rutishauser, 2010; Sun et al., 2010), and neurotransmitters such as GABA which modulate migratory speed of neuroblasts through the GAT4 transporter on astrocytes (Sun et al., 2010). While growth factors such as VEGF promote neuronal migration through VEGF receptor 1 on astrocytes (Wittko et al., 2009) and BDNF, secreted by endothelial cells, supports entry into migratory phases for neuroblasts (Bressan and Saghatelyan, 2021; Khodosevich et al., 2013). Additionally, calcium-binding protein SCGN facilitates neuroblast migration by triggering calcium-dependent MMP-2 release leading to extracellular matrix remodeling (Hanics et al., 2017) and repulsive ligand-receptor pairs, such as Slit-Robo, help guide neuroblast migration within the astrocytic meshwork, with SLIT1 secreted by neuroblasts binding ROBO2 receptors on astrocytes, repelling astrocytic processes (Bressan and Saghatelyan, 2021; Kaneko et al., 2010). Other known regulators include uni-directional and bi-directional signaling through the Eph receptor tyrosine kinases and their ligands, the ephrins. Eph-ephrin signaling functions in cell proliferation and migration (Conover et al., 2000; Dixon et al., 2016; Holmberg et al., 2005; Khodosevich et al., 2011), with EphA4 signaling required for compact and directional organization of neuroblasts and astrocytes within the mature RMS (Todd et al., 2017).

Eph-ephrin signaling has known roles in directional cell migration and patterning of the brain and other organ systems (Coulthard et al., 2012; Klein, 2012; Taylor et al., 2017) and, like these systems, regulatory control within the RMS presents a particularly complex challenge since multiple Ephs and ephrins are expressed on both neuroblasts and astrocytes within the RMS (Todd et al., 2017). Eph receptors and ephrin ligands make up the largest family of receptor tyrosine kinases. There are nine EphA (1–8, 10) and five EphB (1–4, 6) receptors each capable of binding to complementary ephrin ligands within their subclass to initiate signaling. Although binding typically occurs within the specific A or B subclasses, crosstalk and redundancy can occur within the classes, adding to the complexity of Eph/ephrin signaling and making knockout/knockdown studies difficult to design and interpret (Rasool and Jahani-Asl, 2024; Taylor et al., 2017). Since Ephs and ephrins are cell surface receptors and ligands, signaling is typically dependent on cell–cell contact, and as a unique feature, both ligands and receptors can signal upon activation through binding. Bi-directional signaling, where signaling through the Eph receptor is “forward” signaling, while signaling through the ephrin ligand is “reverse” signaling (Taylor et al., 2017), allows response by both contacting cells. In addition to cell–cell contact, Eph/ephrin signaling can occur through exosomes (Gong et al., 2016), proteolytic cleavage (Atapattu et al., 2014), ECM tethering (Jülich et al., 2009), cis-inhibition (Cecchini and Cornelison, 2022), and sustained signaling via endocytosis (Valenzuela and Perez, 2020). We, previously, found that EphA4 is required for RMS organization (Todd et al., 2017). By P12, EphA4^−/−^ mice showed disorganization of the RMS astrocytic meshwork, loss of neuroblast fasciculation, and aberrant neuroblast migration outside of the normal RMS boundaries. Additionally, RNA analysis of RMS cells revealed that *EphA4* receptors and *Efn* (ephrin) ligands exhibit heterogeneous expression profiles in both astrocyte and neuroblast populations, with *EphA4* expressed in 40% of both cell types. However, to date, no comprehensive developmental framework has been established detailing the range of Eph/ephrin permutations or possible receptor-ligand interactions within the RMS.

Here, we address these gaps in our understanding of potential Eph-ephrin interactions associated with long-range neuroblast migration and the role they may play during developmental changes within the RMS. Characterization of cytoarchitectural organizational changes to the RMS at P6, P12, and P60 together with single-cell RNA sequencing (scRNA-seq) of the micro-dissected RMS allowed us to resolve temporally regulated expression patterns of Ephs and ephrins across neuroblast subpopulations. Validation of activated (phosphorylated) Ephs and ephrins in tissue slices together with predictive interactional modeling (CellChat) further allowed us to infer specific signaling pairs, their directionality, and temporal restrictions. Together, we integrated single-cell transcriptomics, signaling inference tools, with phosphorylation status to define Eph/ephrin signaling modes within the RMS. Our studies illustrate how these computational approaches can help to map a complex, dynamic molecular landscape regulating RMS organization and maturation.

## 2 Materials and methods

### 2.1 Mice

Male and female CD-1 mice were housed on a 12-h day-night cycle with free access to water and food. Mice were treated according to the guidelines from the University of Connecticut, Institutional Animal Care and Use Committee (IACUC) and the NIH. Sample replications for each experiment are described in the relevant method subsections listed below. Equal numbers of male and female mice were used for each experiment and any sex differences are reported in the Results section when present.

### 2.2 Immunofluorescence staining

Both male and female mice were used for immunostaining experiments for the ages listed and then combined when no significant difference was observed between sexes. Mice were anesthetized with isoflurane and then perfused intracardially with 0.9% saline. After an overnight post-fixation in 4% paraformaldehyde (PFA) at 4 °C, brain tissues were cut into 50 μm coronal or sagittal sections with a vibrating microtome. Brain sections were blocked with 0.1% Triton X-100 and 10% donkey serum (NDS, Jackson ImmunoResearch, AB_2337258) in PBS (1X) for 1 h at room temperature, followed by overnight incubation at 4 °C with the primary antibodies (Supplementary Table 1). The next day, sections were rinsed and incubated with Alexa Fluor secondary antibodies (Supplementary Table 2). The antibodies used for immunostaining are described in the Supplementary material. Following primary and secondary antibody staining, tissue samples were washed for 10 min in PBS (1X) and then incubated with DAPI (10 mg/mL, Thermo Fisher Scientific, RRID:AB_2629482) for 10 min. DAPI solution was removed followed by a final three rinses with PBS (1X) before the tissue was placed onto slides and cover-slipped using Aqua-Poly/Mount (Polysciences Inc., 18606-20).

### 2.3 5-Ethynyl-2-deoxyuridine

To label newly divided migratory neuroblasts, 5-Ethynyl-2-deoxyuridine (EdU) (100 mg/kg, from a 10 mg/mL stock solution) was injected intraperitoneally 3 days before the mouse brain collection dates (i.e., P3 for P6, P9 for P12, and P57 for P60 collection timepoints). Mice were perfused with 0.9% saline. Brains were removed and postfixed in 4% PFA overnight followed by three 5-min washes in PBS (1X). Brains were sectioned coronally (50 μm) and after primary and secondary antibody staining, EdU was visualized using the Click-It EdU Alexa Fluor-488 Imaging Kit (Thermo Fisher Scientific, C10337) according to the manufacturer’s instructions.

### 2.4 Image acquisition and analysis

Confocal images of sequential brain sections were captured at 40X on a Leica SP8 confocal microscope with Leica Application Suite X (LAS X) software as either z-stacks or single plane images. Images were processed using ImageJ (National Institutes of Health). Coronal sections of the horizontal arm of RMS beginning at 2.3 mm and ending at 2 mm relative to bregma were analyzed using ImageJ Cell Counter to obtain the number of EdU^+^, DCX^+^ and either phospho-EphA3/4/5, phospho-EphA7, phospho-EphB1/2, or phospho-ephrinB1/2/3 positive cells (*n* = 3 images/RMS/hemisphere/animal; *n* = 6 animals/age group). Same coronal sections were assessed for GFAP^+^ co-expression with phosphorylated antibodies. To quantify RMS astrocyte coverage and marker co-expression, the RMS area was isolated and GFAP channel and Eph or ephrin channels were binarized in ImageJ using Threshold function. Co-expression was visualized using ImageJ’s Image Calculator and area of astrocytes and astrocyte co-expression were recorded using Measure function (*n* = 3 images/RMS/hemisphere/animal; *n* = 6 animals/age group). Percentages of co-expressing cells were determined and data were visualized using boxplots and statistical comparisons between ages were performed using pairwise Wilcoxon rank-sum tests.

RMS area (μm^2^) was measured on coronal sections of the RMS beginning at 2.3 mm and ending at 2 mm relative to bregma, by outlining the RMS visualized by GFAP and DCX staining, using the ImageJ Measure tool; total EdU^+^, DCX^+^ cell counts per 250 μm were also counted using ImageJ Cell Counter (*n* = 5 images/RMS/hemisphere/animal; *n* = 6 animals/age group). Area measurements were averaged for each mouse and the mean RMS area per mouse and total EdU^+^, DCX^+^ cell counts per 250 μm were compared across ages (P6, P12, P60) using boxplots and unpaired two-tailed *t*-tests. A correlation between area and cell counts was performed by calculating mean RMS area and mean EdU^+^, DCX^+^ cell counts per slice for each mouse. Average values were plotted with each point representing a single mouse. Density was calculated using the total EdU^+^, DCX^+^ cell counts and the summed RMS area measurements. RMS volume was estimated as area multiplied by slice thickness (50 μm) and normalized per 10^6^ μm^3^. Volume-normalized densities were visualized and compared using boxplots and *t*-tests. Sex-based differences were assessed using boxplots and unpaired two-tailed *t*-tests. All visualizations and statistics were performed in RStudio.

### 2.5 Single-cell RNA-seq sample preparation and sequencing

For the P6 and P12 ages, mice (two males and two females for each timepoint) were anesthetized with isoflurane and then perfused intracardially with 0.9% saline. Brains were removed and the RMS was carefully micro-dissected from the rest of the brain. The RMS is a relatively narrow pathway; therefore, our data likely includes some cell types from regions immediately adjacent to the RMS. RMS tissue was dissociated according to the 10X Genomics Chromium sample preparation protocol. Tissue was cut into smaller pieces and placed into 2 mL papain solution (BrainBits PAPHE, NC0435282). Tissue was incubated at 37 °C for 20 min, the papain solution was removed and 2 mL of Hibernate E medium (BrainBits HE500, NC9063748) was added to the samples and the sample was triturated with a fire-polished 9-inch Pasteur pipette. The sample was then set aside for 1 min to allow for the tissue debris to settle. Cells in the supernatant were removed and passed through a 70 μm mesh filter (Electron Microscopy Sciences, 6475200) two times. Cells were centrifuged for 2 min at 200rcf., the supernatant discarded, the cells resuspended in 1 mL of NbActiv1 medium (BrainBits NB1100, NC1482275) and passed through a 70 μm mesh filter one final time before being placed on ice. Cells were stained with DAPI (1 μg/mL) for 5 min and live (DAPI-negative) singlets were sorted using Aurora Cell Sorter (Cytek) with a 100 μm nozzle at low pressure. Sorted live cells were collected into NbActiv1 medium (BrainBits NB1100, NC1482275). For our P60 sample, the same harvesting and microdissection procedures were followed. However, tissue dissociation was performed using the Singulator 200 (S2 Genomics) following the manufacturer’s protocol (Cell Isolation from Fresh Tissue for Single Cell Sequencing Applications, S2 Genomics). Cell viability and concentration were assessed using a Bio-Rad TC20 Automated Cell Counter and loaded onto a 10X Genomics Chromium System. Libraries were generated with the 10X Chromium Single Cell 3′ v2 reagent kit according to the manufacturer’s instructions and sequenced on an Illumina NovaSeq 6000.

### 2.6 Single-cell RNA-seq data analysis

Sequencing data was processed using Cell Ranger (v9.0.1). FASTQ files were generated with the cellranger mkfastq command and aligned to the mouse reference genome (mm10) using cellranger count. The resulting gene-barcode matrices were used for downstream quality control and analysis. Data normalization, analysis, and visualization were performed using Seurat software (v5.1.0). Low quality cells were filtered by excluding those based on <500 or >6,000 detected genes and >10% mitochondrial content (Luecken and Theis, 2019). Data was log normalized, merged, and batch correction and integration were performed using Seurat’s anchor-based canonical correlation analysis method. Principal component analysis was performed on variable features, then clustered to generate UMAP graphs. Cell identities were determined by finding cluster-enriched genes and comparing them to established cell-type specific expression profiles. To infer sex of individual cells, a module score was calculated using expression of Y chromosome-linked genes (*Uty*, *Kdm5d*, *Ddx3y*) with AddModuleScore function. Cells with a positive score were classified as male, and the remaining cells were classified as female. DotPlot function was used for visualization of selected genes and split dotplots were generated using the split.by parameter to compare the gene expressions across different conditions (age and sex). To create an annotated DotPlot, average expression and percentage of cells expressing Ephs and ephrins were extracted from a previously created DotPlot. Then this data was visualized as a scatterplot using ggplot and the threshold of genes with an average expression greater than 0.5 and detected in more than 25% of cells was annotated using geom_text.

Differential gene expression analysis between clusters was performed using FindMarkers function. Genes were categorized as upregulated or downregulated based on the adjusted *p*-value threshold of 0.05 and an absolute log_2_ fold change >0.6. A volcano plot was generated in ggplot2 with the top 10 most upregulated and downregulated genes. Cluster proportions and specific cluster counts were extracted from the Seurat object metadata and visualized using ggplot. Cell–cell communication was characterized using the CellChat (v2.1.2) R package. Interactions involving EphA6 were not present in CellChatDB.mouse but because we observed EphA6 RNA and protein expression in neuroblasts, we manually added EphA6-ephrinA5 interaction based on structural homology with other EphA receptors and previously reported overlapping spatial expression (Deschamps et al., 2010). To examine interactions among astrocyte and neuroblast clusters, circle plots and bubble plots were generated using netVisual_circle and netVisual_bubble. All predicted interactions were visualized for EPHA and EPHB pathways. For the annotated bubble plot, geom_text function was used with a threshold of <0.01. Radar Plots were created using the fmsb software package, where the RNA gene expression percentages were extracted for merged neuroblast and merged astrocyte clusters. Phosphorylation percentages were taken from the EdU coexpression analysis described above. The extracted values were combined into radar plots for each age (P6, P12, and P60) and cell type (neuroblasts, astrocytes).

## 3 Results

### 3.1 RMS cell composition and organizational changes during development

Large quantities of newly generated neuroblasts migrate approximately 5 mm through the adult RMS (Figure 1A) (Mobley et al., 2013; Poon and Goldowitz, 2014). This pathway is efficient and organized, but the organization changes over the course of development (Meller et al., 2023; Peretto et al., 2005; Poon and Goldowitz, 2014; Todd et al., 2017). To build upon previous findings and establish cell compositional and spatial organizational changes within the developing RMS, we first examined the distribution of neuroblasts, astrocytes, and endothelial cells in coronal and sagittal forebrain sections at three developmental timepoints P6, P12, and P60. At P6, DCX^+^ neuroblasts form a broad stream with a large cross-sectional area (Figures 1B,C: sagittal and coronal view, respectively) with GFAP^+^ astrocytes mainly concentrated around the RMS periphery, only a few infiltrated within the RMS core. Endothelial cells (PODXL^+^) lining blood vessels were organized in parallel with migratory neuroblasts; this organization, while sparse, remained relatively consistent across all ages examined (Figure 1B). By P12, the RMS was more compact (Figures 1B,C). DCX^+^ neuroblasts occupied a narrower cross-sectional area, and astrocytes at this stage were found within the RMS core, creating an early formation of the glial network that aids neuroblast migration (Lois et al., 1996; Meller et al., 2023; Todd et al., 2017). By P60 (young adult), the RMS was condensed, with fasciculated bundles of DCX^+^ neuroblasts migrating through a tightly organized, intricate meshwork of astrocytes (Figures 1B,C; Meller et al., 2023; Sun et al., 2010). As mentioned, the endothelial vasculature remained stable, paralleling neuroblast migration within the RMS. Quantification of the RMS cross-sectional area (Figure 1E) confirmed a progressive reduction from P6 to P60, consistent with RMS anatomical development.

**Figure 1:**
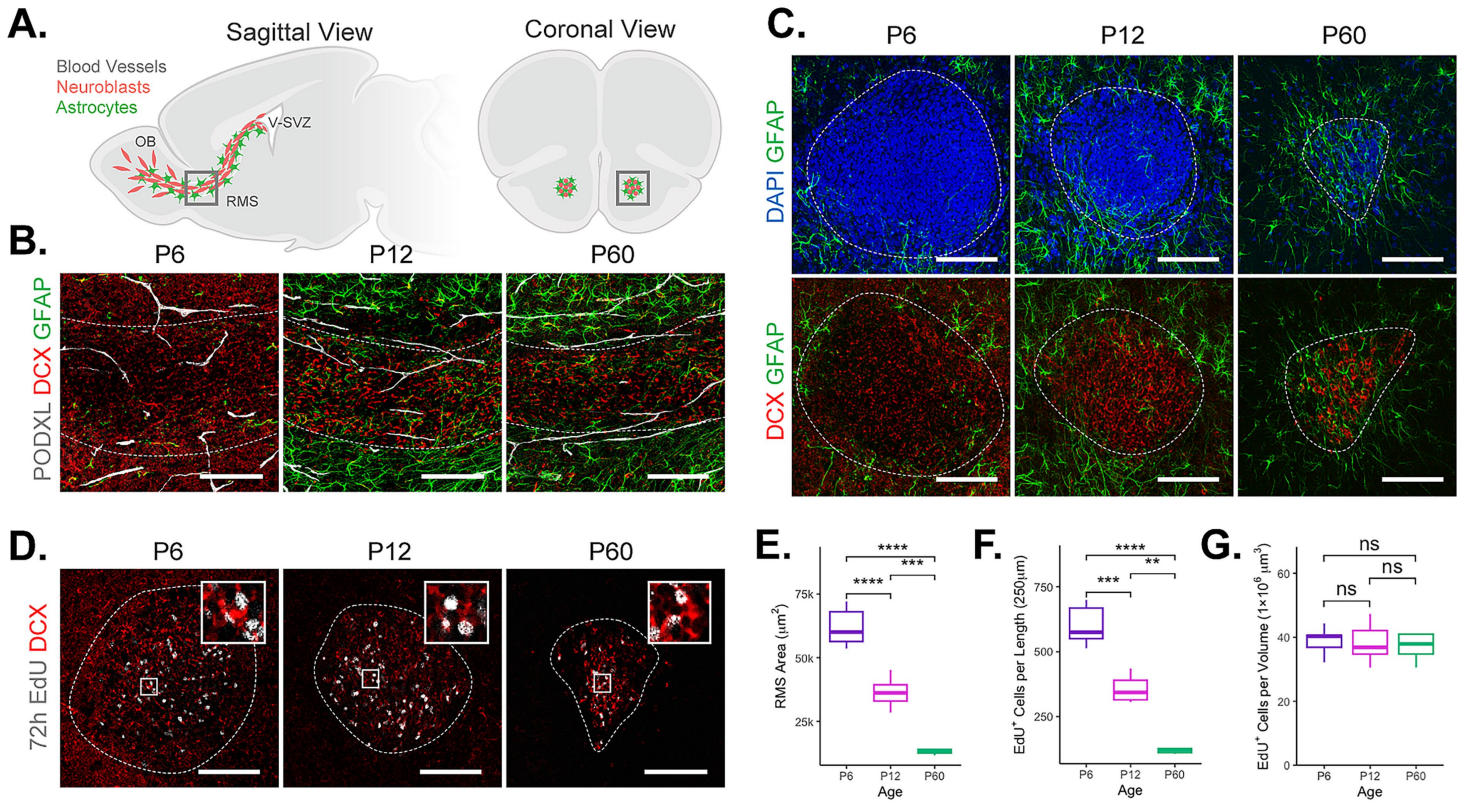
RMS cellular architecture characterized at different developmental stages. (**A**, left) Sagittal view of P60 mouse brain shows neuroblasts (red) born in the V-SVZ of the lateral ventricle migrate through the RMS supported by a meshwork of astrocytes (green) and blood vessels (white). Upon entering the OB, neuroblasts switch their migration from tangential to radial. (**A**, right) Schematic of a coronal mouse brain section with neuroblasts (red) and astrocytes (green). **(B)** Representative confocal images of sagittal sections of the RMS labeled with DCX (red), GFAP (green), PODXL (white) for the indicated ages. Dotted, white line outlines the RMS. **(C)** Representative confocal images of coronal sections through the horizontal arm of the RMS showing DCX^+^ neuroblasts (red), GFAP^+^ astrocytes (green), and DAPI^+^ nuclei (blue) for the indicated ages. White dotted line outlines the RMS. **(D)** Representative confocal images of the RMS (coronal sections) showing proliferative co-labeled EdU^+^ DCX^+^ neuroblasts (red, white) for the indicated ages. Magnified square demonstrates co-labeling of EdU^+^ DCX^+^ neuroblasts (size: 25 × 25 μm). **(E)** Quantification of RMS cross-sectional area across ages. **(F)** Quantification of total EdU^+^ cells per 250 μm length of the RMS across ages. **(G)** Quantification of EdU^+^ cell density per 1 × 10^6^ μm^3^ RMS volume across ages. Scale bars = 100 μm. Pairwise comparisons were performed using unpaired, two-sided Student’s *t*-tests. Significance is indicated as follows: *p* ≤ 0.01 (**), *p* ≤ 0.001 (***), *p* ≤ 0.0001 (****), ns (not significant).

EdU labeling (72 h) was used to assess changes in the number of newly generated, migratory neuroblasts at each timepoint within a defined region of the RMS (Khodosevich et al., 2013; Figures 1D,F,G). The total number of EdU^+^ neuroblasts within a defined 250 μm length of RMS (horizontal arm, see schematic Figure 1A) decreased significantly with age (Figure 1F). However, cell density of EdU^+^ neuroblasts per 1 × 10^6^ μm^3^ volume of RMS remained constant across the ages (Figure 1G), confirming the direct relationship between reduced neuroblast number and contraction of RMS (Figure 1E), as expected. Together, our data indicate that as the mouse ages, the RMS undergoes structural refinement with the addition of a dense astrocytic network, promoting a more streamlined and spatially restricted pathway that accompanies scaled down neurogenesis (Mobley et al., 2013). Quantitative analyses, including structural changes, revealed no differences between the sexes in RMS area, neuroblast counts, or neuroblast density (Supplementary Figures 1A–C).

### 3.2 scRNA-seq reveals distinct neuroblast and astrocyte subpopulations in the developing RMS

Heterogeneous neural stem cell (NSC) populations from spatially distinct regions along the V-SVZ produce new neurons, neuroblasts, that organize into chains (Fiorelli et al., 2015; Obernier and Alvarez-Buylla, 2019) for continued, long-range migration through the RMS to their final site of differentiation within the OB. Once in the OB, neuroblasts disperse radially and are thought to establish within specific locations based on their predetermined neuronal subtype established in the V-SVZ (Batista-Brito et al., 2008). We used single-cell RNA transcriptomics to investigate the cellular heterogeneity of both RMS neuroblasts and astrocytes over developmental time (P6, P12, and P60). 

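Droplet single-cell RNA sequencing gave 1 library at each age, so no test between ages is possible, and values of the 3 libraries are given side by side without p-values. According to the methods, the P6 and P12 libraries each pooled 4 mice, 2 of either sex, whose tissue was dissociated with papain. The P60 tissue was dissociated in a Singulator instrument, and the paper's text does not name the number of mice. For each library the authors deposited the output of Cell Ranger, a count of unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) for each gene in each cell, without normalization. The file headers name Cell Ranger 7.0.1 for P6 and P12 and 9.0.1 for P60, so at P60 age, dissociation and software version cannot be told apart. The P6 library held 39021147 UMIs in 4437 cells, the P12 library 30498167 in 5787 cells and the P60 library 17545420 in 2515 cells. Cells with fewer than 500 or more than 6000 detected genes, or with more than 10% mitochondrial counts, were left out as in the methods, which left 3625, 4485 and 2183 cells. Doublets were scored with Scrublet, since the paper's text does not name a tool. Its automatic threshold marked only 4, 4 and 9 barcodes and did not work. The barcodes with the highest scores were removed up to a nominal multiplet rate of 0.8% per 1000 barcodes, the choice set in advance, which took out a further 111, 212 and 41 cells. This left 3514 cells at P6, 4273 at P12 and 2142 at P60, with a median of 7621.5, 4783 and 6235 UMIs per cell. Of the alternatives tried, a stricter filter of at least 1000 genes and at most 5% mitochondrial counts moved the total most, from 9929 to 7742 cells. The counts were log-normalized and integrated by canonical correlation analysis in Seurat as in the methods. The paper's text names neither the number of dimensions nor the resolution, and 30 dimensions and a resolution of 0.8 were used. To keep the genes reported at the claims from shaping the clusters, 61 such genes were left out of the variable features, of which 2000 were taken. Levels are given in CPM, the counts of a gene relative to all UMIs of a group, with exact Poisson 95% intervals, and shares of cells with exact Clopper-Pearson intervals. Both cover counting error only, not differences between mice. Because the share of cells with a UMI of a gene rises with depth, it is also given after each cell was thinned to 2000 UMIs, with shallower cells left out. The share in microglia-like cells stands beside it as a measure of RNA free in the droplets.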

We profiled single cells from the micro-dissected RMS of CD-1 mice at P6, P12, and P60. Cells from each age were merged using canonical correlation analysis to account for batch effects. Unsupervised clustering based on principal component analysis of the transcriptional profiles was performed and visualized using UMAP (Figure 2A). Cell cluster identities were annotated based on the detection of known cell type markers (Supplementary Figure 2A). 

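Clustering of the 9929 integrated cells gave 27 clusters, numbered r0 to r26 from the largest to the smallest, and 26 of them held cells of all 3 libraries. The exception was the oligodendrocyte-like cluster r19, which drew 90.2% of its cells from P60 and had 0 of the 3514 cells at P6, which allows a share of up to 0.0854%. In 19 clusters most of the cells came from 1 library. Among these were the olfactory ensheathing cell-like cluster r12, with 83.1% of its cells from P12, and the clusters r9, r26 and r18, with 66.7%, 62.2% and 53.3% from P60. Merged without integration, the same cells gave 29 clusters. Across all alternatives the number ranged from 24 at resolution 0.4 to 35 at resolution 1.2, the setting that moved it most.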

A joint UMAP of all cells depicted based on sample age showed cell distribution across clusters, indicating successful integration and minimized age-based batch effects (Figure 2B).

**Figure 2:**
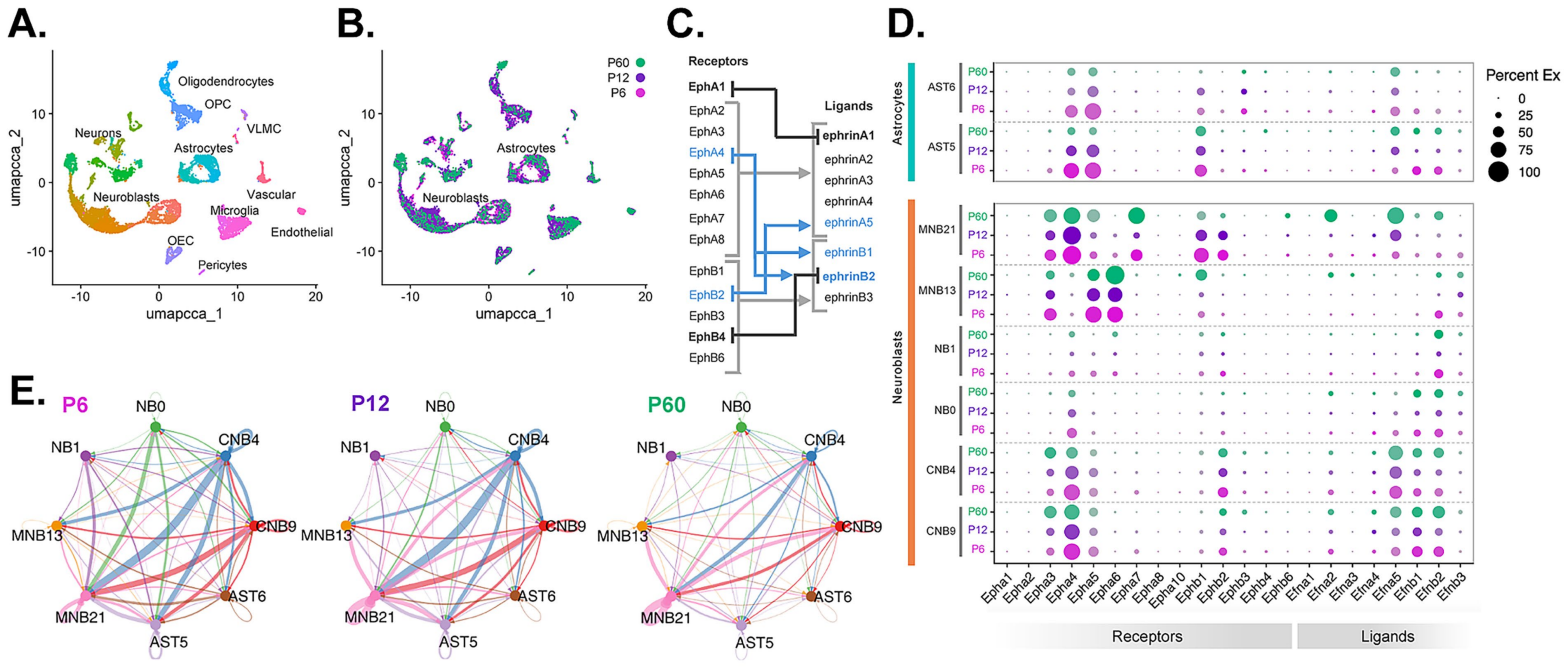
Neuroblasts and astrocytes exhibit distinct Eph/ephrin profiles and cell–cell communication profiles. Single-cell RNA-seq analysis of the micro-dissected RMS from P6, P12, and P60 mouse brains. **(A)** Uniform Manifold Approximation and Projection (UMAP) plot of scRNA-seq cell types captured after demultiplexing, doublet removal, and clustering. Abbreviations: oligodendrocyte progenitor cells (OPC), vascular leptomeningeal cells (VLMC), olfactory ensheathing cells (OEC). **(B)** UMAP plot of cell clusters grouped by age: P6 (pink), P12 (purple), and P60 (green). **(C)** Schematic representation of binding affinities of Eph receptors and ephrin ligands. Arrows and brackets represent binding within the same class (light gray), cross-class binding (blue), exclusive binding (black) modified from Gerstmann and Zimmer (2018). **(D)** Age split DotPlot of Eph/ephrin expression in RMS neuroblast [cycling neuroblasts CNB9, 4; neuroblasts (NB0, 1), maturing/mature neuroblasts (MNB13, 21)] and astrocyte (AST5, 6) clusters. **(E)** Circle plots showing inferred aggregate Eph and ephrin signaling networks between neuroblast and astrocyte clusters. Arrow thickness represents communication strength, colors indicate sending cell types.

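Clusters were named from lists of marker genes for 16 classes, none of them a gene reported at a claim, by the fraction of a list detected. A marker counted as detected with at least 10% of cells holding a UMI and at least 2 times the level of the other clusters, and a name needed at least 3 markers and a fraction of at least 0.4. A cluster that reached this fraction for both maturing neuroblasts and neurons was left unnamed. The lists were set in advance, but the scoring rule was set after the clusters were seen. Of the 27 clusters, 6 were neuroblast-like. Clusters r6 and r7 scored as cycling, r0 and r1 as immature, r10 as maturing GABAergic and r20 as glutamatergic. Clusters r4, r5 and r13 were astrocyte-like. They are given by number and are not matched to the paper's AST5, AST6 and AST11. A further 6 clusters stayed unnamed. Of these, r8, r9 and r18 held markers of both maturing neuroblasts and neurons, r22 had too few markers, r17 was a shallow cluster with microglia markers, and r26 matched no list. Named clusters held 8530 cells, and 4.18%, 15.9% and 26.8% of the cells at P6, P12 and P60 stayed outside them. Values that differ from the study may come from these rebuilt names. The stricter filter and resolution 0.4 each left 2 astrocyte-like clusters, and the other alternatives left 3. The neuroblast-like clusters numbered 4 at resolution 0.4, 8 at resolution 1.2 and 6 elsewhere.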

We identified a total of 27 cell clusters, with six clusters corresponding to neuroblasts and three to astrocytes. Differential analysis of the three astrocyte clusters (AST5, 6, 11) revealed specific molecular identities (Supplementary Figures 3A–C). AST5 exhibited upregulated expression of *Thbs4* (Supplementary Figure 3D), which is a gene associated with extracellular matrix remodeling and is known to be expressed in RMS astrocytes (Girard et al., 2014). 

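*Thbs4* (ENSMUSG00000021702) encodes the secreted protein thrombospondin 4 and lies on chromosome 13 of GRCm38 from 92751590 to 92794818. Over the 3 libraries it reached 47.1 CPM (95% interval 39.7 to 55.5, from 142 UMIs) in cluster r4 and 1.12 CPM (0.364 to 2.61, from 5 UMIs) in r5. Cluster r13 held 0 UMIs, which allows a level of up to 3.81 CPM. Within r4 the level was 11.1 CPM at P6, 90.4 CPM at P12 and 262 CPM at P60. A *Thbs4* UMI was present in 10.7% of r4 cells, and in 7.28% after thinning, against 0.109% and 0% of microglia-like cells. The median depth was 5662.5 UMIs in r4 and 5467 in microglia-like cells. Thinning left out 86 cells of r4, 11 of r5 and 163 of r13.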

AST6 exhibited upregulated *Agt*, which suggests potential vascular functions, and *Rarres1*, which is involved in differentiation and cell adhesion. 

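*Agt* (ENSMUSG00000031980, chromosome 8, 124556534 to 124569706) encodes angiotensinogen. Its level was 184 CPM (172 to 197) in r5, 118 CPM (95.3 to 145) in r13 and 1.99 CPM (0.730 to 4.33) in r4, and within each of the 3 libraries the interval of r5 lay above that of r13. *Agt* was detected in 33.5% of r5 cells and 13.8% of r13 cells, and after thinning in 19.1% and 16.6%, against 0.651% and 0.436% of microglia-like cells. The r5 cells were deeper, at a median of 8535.5 UMIs, than the r13 cells, at 1968. *Rarres1* was lower, at 25.1 CPM (20.7 to 30.2) in r5, 10.2 CPM (4.39 to 20.0, from 8 UMIs) in r13 and 1.33 CPM (0.361 to 3.40, from 4 UMIs) in r4. In each library its intervals in r5 and r13 overlapped. Its share of cells was 17.9% in r5, or 5.20% after thinning, and 0% in microglia-like cells.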

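*Gabbr2* (ENSMUSG00000039809, chromosome 4, 46662305 to 46991873), which encodes a GABA-B receptor subunit, was at 593 CPM (540 to 649) in cluster r13, 321 CPM (305 to 338) in r5 and 16.9 CPM (12.6 to 22.2) in r4, so that r13 held 2.99 times the level of the other two together. After thinning, 59.2%, 37.0% and 1.64% of the cells of r13, r5 and r4 held a *Gabbr2* UMI. Levels of 4 other genes were lower in r13 than in r4 and r5 together, at a ratio of 0.0576 for *Vim*, 0.355 for *Ezr*, 0.364 for *Hes5* and 0.547 for *Mfge8*. *Vim* fell furthest, with 17.8 CPM (9.72 to 29.8) in r13 against 393 CPM (371 to 416) in r4 and 252 CPM (237 to 267) in r5. By library some intervals overlapped. At P60, where r13 had 36 cells, these were the *Ezr* intervals of r13 and both other clusters, the *Mfge8* intervals of r13 and r4 and the *Vim* intervals of r13 (0 to 30.2 CPM) and r5 (25.7 to 58.6). There r13 held 0 *Vim* UMIs, for which the limit of 3 counts is 24.6 CPM, so that the 2 limits differ on the overlap. The *Mfge8* intervals of r13 and r4 also overlapped at P6. Depth limits these values, and r13 cells drew 1.12% of their UMIs from ribosomal protein genes, against 5.23% in r4 and 4.15% in r5. The *Malat1* share of UMIs was 4.95%, against 4.68% and 4.82%, and the mitochondrial share 2.42%, against 2.22% and 3.65%. Across 4668 genes, which are not independent replicates, the ratio of r13 to r4 and r5 also rose with that of the shallow cluster r17 to microglia-like cells (Spearman's rho 0.791).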

AST11 displayed upregulated *Gabbr2* implicating GABAergic signaling and ion homeostasis and downregulated *Ezr*, *Vim*, *Hes5*, *Mfge8*, which were all present in AST5 and AST6. Together, these data suggested that AST5 and AST6 are likely RMS astrocytes, while AST11 likely identifies homeostatic astrocytes in RMS-adjacent regions (Cebrian-Silla et al., 2025; Endo et al., 2022; Zeisel et al., 2018). Additionally, proportionally AST11 made up the smallest percentage of astrocytes across ages (Supplementary Figures 3E,F) and displayed minor signaling contribution with neuroblasts (see Supplementary Figure 5). 

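Cluster r13 held the fewest cells of the 3 astrocyte-like clusters in each library. It made up 22.03% (19.0 to 25.3) of the 708 astrocyte-like cells at P6, 31.4% (26.9 to 36.1) of the 408 at P12 and 17.3% (12.4 to 23.1) of the 208 at P60. Cluster r5 made up 34.9% (31.4 to 38.5), 32.6% (28.1 to 37.4) and 53.8% (46.8 to 60.8), and r4 the remaining 43.1%, 36.0% and 28.8%. The P12 intervals of r13 and r5 overlapped, so their order was not resolved at that age. The astrocyte-like share of all cells was 20.1%, 9.55% and 9.71% at P6, P12 and P60. It moved most under the stricter filter, to 9.80%, 4.97% and 5.17%. In the recomputed communication with each cluster in place of its class, an alternative chosen after seeing the data, r13 took part in 6 of 36 calls at P6, 0 of 17 at P12 and 2 of 35 at P60.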

Based on this, AST5 and AST6 were used for further analyses of RMS interactions.

Expression profiling of selected genes in the six neuroblast clusters (CNB9, 4; NB0, 1; MNB13, 21) (Supplementary Figure 3G) identified proliferative neuroblast clusters (CNB9, 4) based on upregulated cell cycle genes (e.g., *Mki67*, *Top2a*); immature neuroblast clusters (NB0, 1) based on developmental and migratory genes (e.g., *Dcx*, *Tubb3*); intermediate maturing neuroblasts (MNB13) based on neurodevelopmental genes (e.g., *Grm8*, *Camk4*); and later stage neuroblasts (MNB21) based on genes indicating neuronal maturation (e.g., *Neurod1*, *Rbfox3*). 

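*Mki67* reached 619 CPM (600.04 to 639) in the cycling cluster r7 and 117 CPM (107 to 127) in r6, and at most 7.98 CPM in the other 4 neuroblast-like clusters. *Top2a* was at 1571 CPM in r7, 163 CPM in r6 and at most 6.52 CPM elsewhere. After thinning, *Mki67* was found in 66.5% of r7 cells and 15.7% of r6 cells, against 4.25% of microglia-like cells. *Tubb3* was highest in the immature clusters r0 and r1, at 2174 and 1404 CPM, and between 611 and 972 CPM in the other four. *Dcx* stood at 897 and 926 CPM in r0 and r1, at 1055 CPM in the maturing cluster r10, at 604 CPM in the glutamatergic cluster r20 and at 261 and 293 CPM in r6 and r7. In r10, *Grm8* was at 1197 CPM (1149 to 1247) and *Camk4* at 693 CPM (656 to 731), and the next highest levels, 137 and 141 CPM, were those of r1. *Neurod1* was at 636 CPM (596 to 678) in r20 and at most 2.57 CPM in the other five, with 0 UMIs in r10, which allows up to 1.57 CPM. *Rbfox3* was also highest in r20, at 427 CPM (394 to 461), followed by 101 CPM (87.6 to 117) in r10. Within every library r7 was highest in *Mki67* and *Top2a*, r10 in *Grm8* and *Camk4*, and r20 in *Neurod1* and *Rbfox3*, although r20 had only 5 cells at P60.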

Maturing and mature late-stage neuroblast populations MNB13 and MNB21, respectively, exhibited different markers linked to V-SVZ spatial origin (Cebrian-Silla et al., 2021; Fiorelli et al., 2015). Specifically, MNB13 neuroblasts have a higher expression of *Dlx1*/*2* and *Sp8* which are known to be linked to the lateral V-SVZ, suggesting that MNB13 neuroblasts are likely to become GABAergic interneurons (Calbindin^+^ and TH^+^). 

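*Dlx1* was at 325 CPM (300.4 to 352) in r10 and 9.98 CPM (5.59 to 16.5) in r20, *Dlx2* at 132 CPM (116 to 149) and 3.33 CPM (1.08 to 7.76), and *Sp8* at 117 CPM (102 to 133) and 5.99 CPM (2.74 to 11.4). The same order held at P6 and P12. At P60 the intervals of r10 and r20 overlapped for each of the 3 genes, since the 5 cells of r20 allow up to 84.9 CPM where no UMI was seen. *Dlx1* was detected after thinning in 46.1% of r10 cells and 0.649% of r20 cells, with 2.29% in microglia-like cells. Median depths were 4619 UMIs in r10 and 9429 in r20, and thinning left out 69 and 16 cells. Among all 6 neuroblast-like clusters r10 was not the highest. The immature cluster r0 had 557 CPM of *Dlx1*, 289 CPM of *Dlx2* and 238 CPM of *Sp8*.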

MNB21 neuroblasts have a higher expression of *Emx1*, *Nfix*, *Eomes* which is linked to the dorsal SVZ (Fiorelli et al., 2015; Kohwi et al., 2007; Obernier and Alvarez-Buylla, 2019), suggesting that MNB21 neuroblasts are more likely to become glutamatergic interneurons (Calretinin^+^). 

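In r20, *Emx1* was at 108 CPM (92.4 to 126), *Eomes* at 298 CPM (271 to 327) and *Nfix* at 1868 CPM. No *Emx1* UMI was found in r10 or r1, which allows up to 1.57 and 0.748 CPM, and the cycling clusters r6 and r7 had 3.95 and 4.01 CPM. *Eomes* was at 20.7 and 24.5 CPM in r6 and r7 and at 1.04 CPM (0.127 to 3.77, from 2 UMIs) in r10. *Nfix* was less restricted, with 991, 983 and 936 CPM in r6, r7 and r0, 541 CPM in r1 and 206 CPM (186 to 227) in r10. After thinning, *Emx1*, *Eomes* and *Nfix* were found in 15.6%, 36.4% and 92.9% of r20 cells, against 0%, 0.327% and 10.2% of microglia-like cells. At P60, where *Emx1* rested on 1 UMI in r20, only *Eomes* kept an interval above those of the other 5 clusters.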

Other neuroblast clusters (CNB9, 4: NB0, 1) contain cells that express either dorsal, lateral, or a mix of both sets of markers, suggesting possible lineage progression from neural stem cells to mature neuroblasts. 

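Cells were scored for a UMI of a lateral gene (*Dlx1*, *Dlx2* or *Sp8*) and of a dorsal gene (*Emx1* or *Eomes*), leaving out the widely expressed *Nfix*. After thinning, a lateral gene was found in 59.8% of r6 cells, 73.4% of r7, 85.1% of r0 and 76.5% of r1, against 2.83% of microglia-like cells. A dorsal gene was found in 3.37% and 3.44% of the cycling clusters r6 and r7, 0.642% of r0 and 0% of r1, against 0.327% of microglia-like cells. Cells with both numbered 4 in r6 (0.964%) and 3 in r0 (0.321%), and none was seen in r7 or r1. Without thinning the shares with both were 2.90% in r6, 4.33% in r7, 1.64% in r0 and 0.647% in r1, and 0% in microglia-like cells. Median depths were 10014 UMIs in r6, 13977 in r7, 5482 in r0 and 4218.5 in r1. Thinning left out 34, 3, 40 and 218 cells of these clusters.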

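Among the neuroblast-like cells, which numbered 1581, 1338 and 447 at P6, P12 and P60, cycling cells made up 27.5% (25.3 to 29.8), 20.0% (17.9 to 22.3) and 41.4% (36.8 to 46.1). The immature clusters are given apart, since the leading genes of r1 include *Pbx3*, a marker of maturing cells, and none of its own list. Cluster r0 made up 29.1% (26.9 to 31.4), 29.7% (27.2 to 32.2) and 26.4% (22.4 to 30.7), and r1 22.5% (20.5 to 24.7), 34.5% (31.9 to 37.1) and 24.8% (20.9 to 29.1). The maturing cluster r10 fell from 13.9% (12.2 to 15.7) to 11.8% (10.1 to 13.7) and 6.26% (4.20 to 8.93), and the glutamatergic cluster r20 from 7.02% (5.81 to 8.39) to 4.04% (3.05 to 5.23) and 1.12% (0.364 to 2.59, from 5 cells). Both together went from 20.9% to 15.8% and 7.38%, a fall of 64.6% from P6 to P60. The naming rule keeps 4 clusters with neuroblast or neuron markers out of the class, r22 for too few markers and r8, r9 and r18 because they reached the fraction of 0.4 for both maturing neuroblasts and neurons. In r9 the fractions were 0.9 and 0.6. Their shares of all cells at P6, P12 and P60 were 0.939%, 6.53% and 5.74% for r8, 1.57%, 1.90% and 12.7% for r9, 0.199%, 1.85% and 4.58% for r18, and 0.398%, 2.13% and 1.54% for r22. An alternative chosen after seeing the data, with r9 counted as maturing, gave 23.5%, 20.6% and 42.5%, which turned the fall into a rise. With all 4 clusters counted the shares were 25.98%, 39.7% and 57.5%.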

Although proportions of immature and proliferative neuroblast clusters remain relatively consistent between the three ages, intermediate (MNB13) and later stage neuroblast (MNB21) percentages decreased with age (Supplementary Figure 3H), suggesting delayed differentiation onset with neuroblasts remaining immature longer. These changes are within the context of an overall decrease of neuroblast percentage from P6 to P60 (≈53%) (Supplementary Figure 3I).

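Neuroblast-like cells made up 44.99% (43.3 to 46.7) of all cells at P6, 31.3% (29.9 to 32.7) at P12 and 20.9% (19.2 to 22.7) at P60, a fall of 53.6% from P6 to P60. The alternatives set in advance gave a fall of between 53.3% and 55.4%. With r9 counted as neuroblast-like, a choice made after seeing the data, the fall was 27.8%. With r8, r9, r18 and r22 all counted, which moved the value most, the shares were 48.1%, 43.7% and 45.5% and the fall was 5.45%. The ratio of neuroblast-like to astrocyte-like cells was 2.23, 3.28 and 2.15 at the 3 ages.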

### 3.3 Neuroblast subclusters exhibit distinct Eph/ephrin profiles, while RMS astrocyte subclusters share uniform Eph/ephrin profiles

To investigate cell-specific expression patterns and to define putative cell–cell interactions based on Eph and ephrin signaling within the RMS, we first generated a DotPlot of all Eph receptors and ephrin ligands arranged by age. Eph receptors and ephrin ligands bind preferentially within groups (A or B) but there are some exceptions (EphA4, EphB2) that are capable of binding across classes (Figure 2C, adopted from Gerstmann and Zimmer, 2018; Charmsaz et al., 2017; Coulthard et al., 2012; Gerstmann and Zimmer, 2018; Pasquale, 2004). To identify robust and biologically significant gene markers, we generated a scatterplot of the average expression level versus the percentage of cells expressing each gene across all clusters (Supplementary Figure 4A). This plot allowed us to look at the overall distribution of gene expression and determine appropriate thresholds to minimize the inclusion of low-confidence or background signals (Stuart et al., 2019). We defined thresholds based on the distribution, selecting genes with an average expression greater than 0.5 and detected in more than 25% of cells in at least one cluster. These thresholds highlight Eph and ephrin genes that are both sufficiently expressed and broadly present (Supplementary Figure 4B). 

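The 2 thresholds, a mean above 0.5 counts per 10000 and a UMI in more than 25% of cells, were applied to 14 Eph and 8 ephrin genes in 4 neuroblast-like classes and the astrocyte-like class at each age. Of the 330 combinations of gene, class and age, 66 passed both. The cycling class passed for 6 genes at P6, 4 at P12 and 7 at P60, the maturing class for 5, 3 and 3, the glutamatergic class for 7, 6 and 8, and the astrocyte-like class for 4 at each age. The immature class is given by cluster. The share threshold depends on depth. With every cell thinned to 2000 UMIs, 24 of the 66 combinations still passed, and none was added. Thinning to 1000 UMIs, the alternative that moved the number most, left 11, and thinning to 4000 gave 50 calls, 2 of them new. Settings of the filter, doublets, integration and resolution gave between 55 and 71.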

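In the cycling class, *Epha3*, *Epha4*, *Epha5* and *Efna5* passed both thresholds at each age. *Epha4* (ENSMUSG00000026235, chromosome 1, 77367185 to 77515088) averaged 2.28, 1.82 and 1.46 counts per 10000 at P6, P12 and P60, and *Efna5* (ENSMUSG00000048915, chromosome 17, 62604184 to 62881317) 2.11, 1.64 and 1.72. *Epha3* averaged 1.197, 1.24 and 2.00 counts per 10000, and *Epha5* 0.93, 0.81 and 0.59. *Ephb2* passed at P6 and P60, with a mean of 0.61, 0.47 and 0.64, and so did *Efnb2*, with 0.71, 0.45 and 0.81. *Efnb1* passed at P60 alone, with a mean of 0.53 after 0.48 and 0.43. The *Efnb1* share of cycling cells was 40.7%, 34.7% and 44.9%, against 10.9%, 7.38% and 8.18% of microglia-like cells. After thinning it was 8.70%, 7.11% and 8.70%, against 2.78%, 2.59% and 4.83%. Before thinning the cycling cells were the deeper, with medians of 12905, 10008.5 and 12500 UMIs against 8490.5, 5271 and 5391. In the immature cluster r0, *Epha4* passed at each age, with a mean of 1.36, 1.34 and 1.04 and a share of 43.5%, 35.3% and 30.5%, or 20.6%, 19.5% and 18.4% after thinning. *Efnb1*, at 0.558, 0.412 and 0.942, and *Efnb2*, at 0.881, 0.642 and 1.23, passed at P6 and P60. In r1, *Epha4* and *Efnb2* passed at P6 and P60, and *Efnb1*, with a mean of 0.369, 0.257 and 0.471, at no age. The 2 clusters lost depth at P12, where their medians were 4779 and 2894 UMIs against 6600 and 5542.5 at P6.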

Proliferative neuroblast clusters (CNB9, CNB4) had receptors *EphA3*, *EphA4*, *EphA5*, *EphB2* and ligands *Efna5*, *Efnb1*, *Efnb2* meeting the thresholds, while immature neuroblast clusters (NB0, NB1) mainly had *EphA4*, *Efnb1*, and *Efnb2*. Intermediate maturing neuroblasts (MNB13) had statistically meaningful expression of *EphA3*, *EphA5*, *EphA6* and *EphB1*, while later stage neuroblast cluster (MNB21) had *EphA3*, *EphA4*, *EphA5*, *EphA7*, *EphB1*, *EphB2* and *Efna5* (Figure 2D). These data suggest that neuroblast subclusters have specific Eph and ephrin expression signatures that change based on the neuroblasts’ developmental stage. In contrast, when we analyzed astrocyte subclusters, we found that RMS astrocytes (AST5 and AST6) expressed receptors *EphA4*, *EphA5*, *EphB1*and ligands *Efna5*, *Efnb1*, and *Efnb2* (Figure 2D) suggesting that RMS astrocytes might be involved not just in EphA4 signaling but also interactions involving EphA5, EphB1, ephrinA5, ephrinB1, and ephrinB2. However, the overall complexity of *Eph*/*Efn* expression and the potential for binding promiscuity require more in-depth analysis of cell–cell interactions.

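In the maturing class (r10), *Epha6* (ENSMUSG00000055540, chromosome 16, 59653483 to 60605531) passed at each age, with a mean of 15.5, 12.9 and 17.4 counts per 10000 at P6, P12 and P60. It was found in 59.5%, 47.2% and 67.9% of the thinned cells, against 1.85%, 0.370% and 1.12% of thinned microglia-like cells. *Epha5* averaged 7.83, 6.18 and 2.40 and *Epha3* 2.41, 2.05 and 0.53, and both passed at P6 and P12. At P60, where r10 had 28 cells, their shares of 21.4% and 14.3% were under the threshold. *Ephb1* passed at P6 and P60, with 0.99 and 3.59, and had a share of 19.0% at P12. *Efnb2* passed at the same 2 ages, with 0.99 and 1.45. In the glutamatergic class (r20), *Epha3*, *Epha4*, *Epha5*, *Ephb1* and *Efna5* passed at each age. *Epha4* averaged 8.73, 6.41 and 3.31 counts per 10000 and was found after thinning in 65.3% of cells at P6, 62.7% at P12 and 3 of 5 at P60. *Epha7* (ENSMUSG00000028289, chromosome 4, 28813131 to 28967499) passed at P6 and P60, with means of 2.23 and 3.26, and had a share of 24.1% at P12. *Ephb2* passed at P6 and P12, with 1.18 and 1.14. At P60 the class also passed for *Efna2*, on 4 UMIs in 5 cells, and for *Efnb2*. The depth of r10 was a median of 5520, 2699 and 4168 UMIs, and that of r20 10613, 7286 and 6509. Thinning left out 19, 50 and 0 cells of r10 and 13, 3 and 0 of r20.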

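In the astrocyte-like class, which pools all 3 clusters whereas the paper uses AST5 and AST6, *Epha4*, *Epha5*, *Ephb1* and *Efna5* passed both thresholds at each age, with means of 2.64, 4.03, 2.01 and 1.55 counts per 10000 at P6. *Efnb1* and *Efnb2* (ENSMUSG00000031217, chromosome X, 99136130 to 99148991, and ENSMUSG00000001300, chromosome 8, 8617434 to 8661242) passed in the pooled class under no setting. By cluster they passed in r4 at P6 and P60. There *Efnb1* averaged 0.784, 0.334 and 0.832 counts per 10000 at the 3 ages, with a share of 39.7%, 11.6% and 26.7%, or 13.7%, 6.86% and 16.7% after thinning, against 2.78%, 2.59% and 4.83% of thinned microglia-like cells. *Efnb2* in r4 averaged 0.955, 0.502 and 0.810, with a share of 36.4%, 15.0% and 28.3%, or 11.5%, 7.84% and 12.96% after thinning. In r5 both ephrins stayed at a mean of 0.264 or less at every age. The 4 genes that passed in the pooled class also passed in r4 and in r5 at each age, apart from *Ephb1* in r5 at P60, which averaged 0.348. *Epha4* fell from 3.75 to 1.29 counts per 10000 in r4 between P6 and P60, and from 1.18 to 0.877 in r5. At P12 r4 was shallow, with a median of 2755 UMIs against 7682 at P6 and 4582 at P60, while r5 had 11202, 7359 and 5509.5. Thinning left out 35, 45 and 6 cells of r4 and 2, 3 and 6 of r5.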

To evaluate whether Eph/ephrin expression differed by sex, cells were classified as male or female based on the expression of the Y-chromosome linked genes (i.e., *Uty*, *Kdm5d*, *Ddx3y*). UMAP visualization showed even distribution of male and female cells across all clusters and DotPlot plots of Eph and ephrin expression showed only one neuronal cluster (N26), likely from outside of RMS with sex-based differences. 

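As in the methods, cells with a positive module score of the Y-linked genes *Uty*, *Kdm5d* and *Ddx3y* were called male. This gave 28.2%, 35.5% and 29.6% male cells at P6, P12 and P60, and 31.6% over all. A lack of Y-linked UMIs is not a female signal in a shallow cell. From the 25% of cells with the fewest UMIs to the 25% with the most, the share called male rose by 12.1, 25.99 and 10.6 percentage points in the 3 libraries, and *Xist* was found in 77.1%, 54.3% and 75.9% of the cells called female. Calling male every cell with at least 1 Y-linked UMI gave 33.5% over all. Among cells with a UMI of either *Xist* or a Y-linked gene, but not both, 40.7% were male, the largest move of the alternatives. By library this was 33.7%, 50.3% (48.5 to 52.1) and 36.2%, so that the P12 library was near even by this call. By cluster the male share ran from 4.44% in r26, with 2 of 45 cells, to 46.7% in r23, a vascular leptomeningeal cell-like cluster. Within the neuroblast-like clusters it was lowest in r20, at 16.5% (11.2 to 22.9), and within the astrocyte-like clusters in r13, at 17.2% (13.2 to 21.8). At P6, 42.7% of male and 45.9% of female cells were neuroblast-like. The shares were 29.8% and 32.2% at P12 and 22.1% and 20.4% at P60.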

Neuroblast and astrocyte clusters had no observable sex differences in Eph and ephrin expression (Supplementary Figures 2B–D).

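Male and female cells of a library come from the same pool, so each library gives 1 ratio per gene and no test was made. These ratios do not rest on the module score. They compare cells with a Y-linked UMI and none of *Xist* with cells with an *Xist* UMI and no Y-linked one, at P6 418 and 950 of the neuroblast-like cells. Compared were the Eph and ephrin genes whose male and female CPM added up to at least 100 in every library, 6 in neuroblast-like and 4 in astrocyte-like cells. In neuroblast-like cells 2 of the 6 genes went the same way in all 3 libraries. The log2 ratio of male to female CPM lay between -0.75 and -0.09 for *Epha3* and between -0.60 and -0.12 for *Epha4*. The widest spread was that of *Epha6*, from -2.67 to 0.98. Without the minimum, a choice made after seeing the data, 7 of 16 genes kept their sign. Among them *Epha7* was lower in males in all 3 libraries, at -0.92, -1.30 and -1.29 with every interval under 0, and *Ephb1*, at -1.04, -0.89 and -0.45, where the P60 interval held 0. The ratios pool clusters of unequal male share, such as r20 with 16.8% at P6 against 30.6% of all neuroblast-like cells, and this mix was not held fixed. In astrocyte-like cells 1 of the 4 genes kept its sign, *Efna5*, between 0.35 and 0.88, and *Epha4* ran from -0.54 to 1.32. Without the minimum, 5 of 15 did.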

### 3.4 Extensive signaling interactions link neuroblast and astrocyte subclusters

The complex heterogeneity of Eph/ephrin expression patterns within neuroblasts led us to investigate potential Eph/ephrin-mediated cell–cell communication involving both homotypic and heterotypic interactions between neuroblast and astrocyte populations. We used CellChat (Jin et al., 2021) to model signaling interactions across the ages (P6, P12, and P60) (Figure 2E). All possible Eph and ephrin interactions are summarized using aggregate circle plots to highlight the strength (line thickness) and direction (arrow color) of signaling between neuroblast and astrocyte clusters at each age. These analyses revealed various homotypic and heterotypic interactions between all clusters. While at all ages there was signaling involving most clusters, by P60 signaling involving neuroblast clusters NB4 and NB9 and maturing neuroblast cluster MNB21 dominated. This suggests that overall inter-cluster Eph and ephrin communication changes over development.

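Communication was recomputed from the methods, since the CellChat package was not used here. For each of 64 ephrin-Eph pairs and each ordered pair of the 5 classes, 1600 combinations per age, the triMean of ligand and receptor levels, scaled to the largest value of the library, entered a Hill function with a constant of 0.5. A probability of at least 0.01 counted as a call, without the permutation test of the package. This gave 12 calls at P6, 8 at P12 and 18 at P60. The paper's interactions are between single clusters, with AST5 and AST6 as the astrocytes. The classes here pool clusters, with r13 among the astrocyte-like ones. The paper added *Epha6* with *Efna5* only, since the database of the package held no *Epha6* pair. The 64 pairs here also hold *Efna2-Epha6*, which gave 1 of the calls at P60. The result depends on depth and on the average used, since cells thinned to 2000 UMIs gave 1 call in all and a 10% truncated mean gave 60, against 38. With each of the 9 clusters in place of its class, an alternative chosen after seeing the data, 5184 combinations per age gave 36, 17 and 35 calls. The probabilities of all combinations summed to 0.454, 0.274 and 0.716, each library on its own scale. Combinations with the glutamatergic class as sender or receiver held 50.6%, 70.3% and 77.4% of these sums, those with the cycling class 55.1%, 44.0% and 37.3%, and those with the maturing class 31.0%, 28.5% and 26.8%. The astrocyte-like class took part in 35.4%, 28.7% and 16.0%, and the immature class in 11.3%, 3.26% and 7.62%. At P60 the glutamatergic class had only 5 cells, and 16 of the 18 calls involved it.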

### 3.5 Eph and ephrin proteins are expressed by RMS neuroblasts and astrocytes throughout development

Based on significant *Eph* receptor and *Efn* ligand RNA expression (Figure 2), we next wanted to validate which Eph and ephrins were present at the protein level in RMS neuroblasts and astrocytes. Since available Eph and ephrin antibodies (Supplementary Table 1) generally share a host species (rabbit), staining procedures were limited and did not allow for Eph/ephrin co-expression observations. We performed immunohistochemistry (IHC) on coronal slices of the anterior forebrain that contained the RMS at the three timepoints, P6, P12, and P60 (Figures 3A,B). Co-expression of DCX^+^ (neuroblasts) or GFAP^+^ (astrocytes) together with each of the significant *Eph* receptors or *Efn* ligands, based on scRNA-seq, was analyzed. Representative examples of co-expression of neuroblasts (cyan) or astrocytes (cyan) expressing Eph/ephrin antibodies (magenta) were labeled with white arrowheads (not all positive co-expressing cells are indicated). For P6 neuroblasts, our data confirmed the presence of EphA3, EphA7, EphB1, EphB2 receptors and ephrinA5, ephrinB2 ligands. In contrast to our scRNA-seq data, we saw additional expression of ephrinB3 (which showed low level expression in MNB13 and 21) but did not observe EphA4, EphA5, EphA6, or ephrinB1 in P6 neuroblasts. At P6, astrocytes were found around the periphery of the RMS; few were found within the RMS core. We captured these peripheral astrocytes and found that they expressed EphA4, EphB1 receptors and ephrinA5, ephrinB1, ephrinB2 ligands. Which was consistent with RNA data, except EphA5 expression was not detected (see Figure 3C, P6).

**Figure 3:**
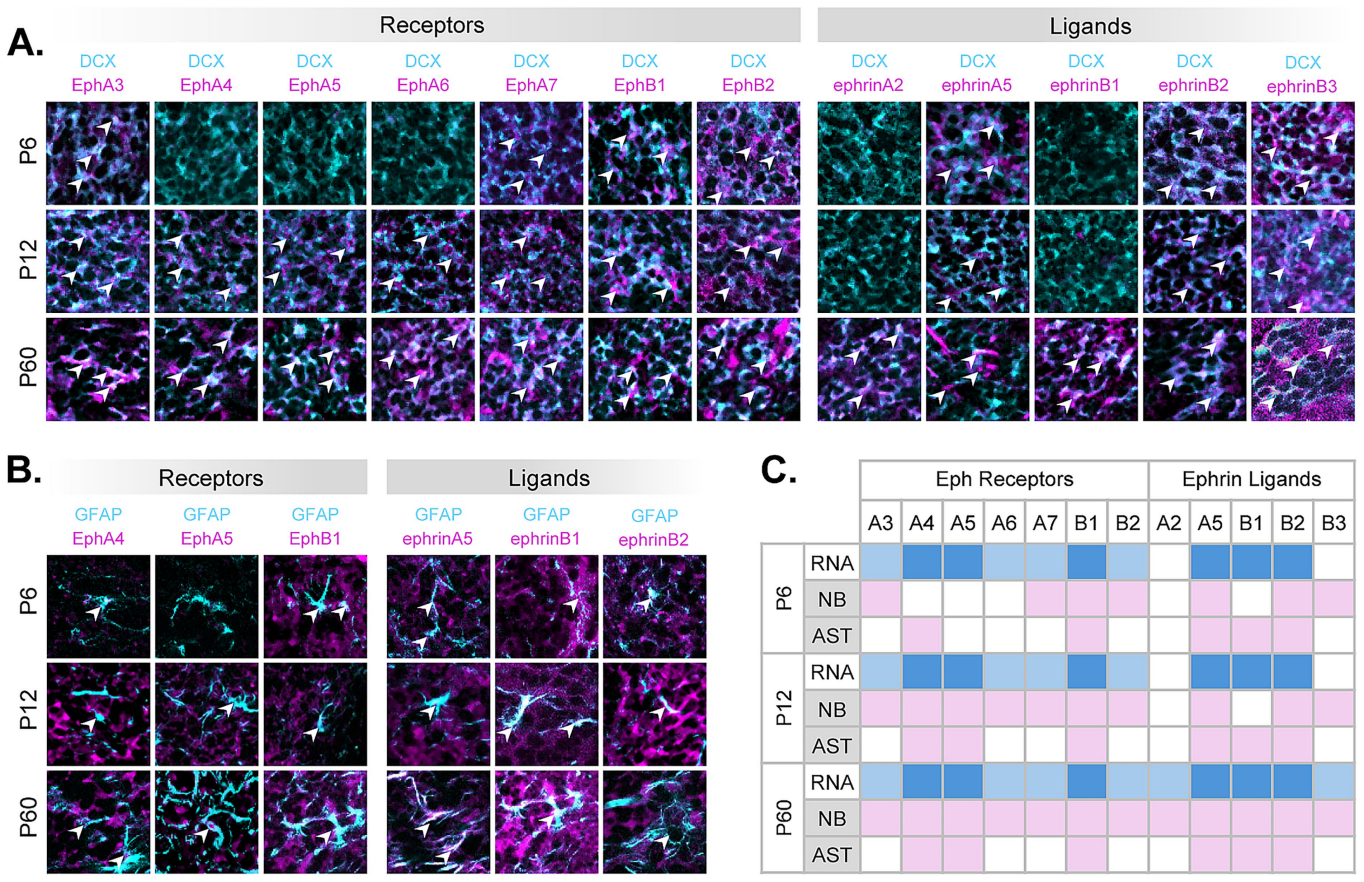
Confirmation of Eph/ephrin protein expression in RMS neuroblasts and astrocytes. Coronal sections of the RMS of P6, P12, and P60 mice show presence of select Eph receptors and ephrin ligands (magenta) on neuroblasts **(A)** and astrocytes **(B)** (DCX or GFAP, cyan). Arrowheads highlight representative co-expression within cell type. Scale = 50×50 μm. **(C)** RNA and protein expression summary table across ages. NB (neuroblasts), AST (astrocytes). Colors: light blue (RNA presence in neuroblasts), blue (RNA presence in both neuroblasts and astrocytes), and pink (protein presence).

At P12, neuroblasts expressed an increased number of receptors (EphA3, EphA4, EphA5, EphA6, EphA7, EphB1, and EphB2) and ligands ephrinA5 as well as ephrinB2 and ephrinB3. At the P12 timepoint, protein expression was similar to RNA data, with the addition of ephrinB3 ligand expressed in neuroblasts. P12 astrocytes, which were now present within the RMS core, expressed EphA4, EphA5, EphB1 receptors and ephrinA5, ephrinB1, ephrinB2 ligands, which mimicked RNA expression profiles (see Figure 3C, P12).

At P60, we found a further increase in protein expression, with EphA3, EphA4, EphA5, EphA6, EphA7, EphB1, EphB2 receptors and ephrinA2, ephrinA5, ephrinB1, ephrinB2, ephrinB3 ligands expressed in neuroblasts. While astrocytes retained the same expression profiles as observed at P12. At P60, both neuroblast and astrocyte Eph/ephrin protein expression was consistent with RNA gene expression (see Figure 3C, P60).

These data indicated that while Eph and ephrin gene expression in astrocytes and neuroblasts observed by scRNA-seq stayed mostly consistent within subgroups and across ages (see Figure 1D), protein expression varied throughout development (Figure 3C), potentially indicating post-transcriptional regulation based on temporal environmental needs. These immunohistochemical studies helped us to narrow down Eph-ephrin signaling possibilities present in specific cell types (neuroblasts or astrocytes) and at each age group; however, which proteins were actively engaged in signaling were not captured.

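Over the 5 classes, 27 combinations of gene and class passed the expression thresholds at 1 age or more, and 15 of them passed at all 3 ages. The remaining 12 passed at some ages only. They were 3 of 7 in the cycling class, 4 of 5 in the maturing class, 4 of 9 in the glutamatergic class and 0 of 4 in the astrocyte-like class. The immature class, which is compared by cluster, gave the last one. The share threshold was applied at the full depth of each library, which differed between ages.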

### 3.6 Phosphorylation patterns indicate active Eph/ephrin signaling within the RMS

As the RMS undergoes a temporal reduction in cross-sectional area over time and the astrocytic meshwork within the RMS is increased, we projected that phosphorylation patterns for Ephs/ephrins would reflect these structural changes (Figure 4). To investigate Eph/ephrin activation status within the RMS across developmental stages, we examined expression of phosphorylated Ephs/ephrins using phospho-antibodies on forebrain sections containing the RMS. Since IHC experiments in Figure 3 informed us as to which Eph or ephrin proteins were present in neuroblasts or astrocytes, we could analyze Eph/ephrin signaling based on specific subgroups (i.e., EphA3/4/5/7, EphB1/2, EphrinB1/2/3). This was necessary since individual phosphorylated Eph/ephrin antibodies that are suitable for IHC are limited. Therefore, we used a combination of individual and compound antibodies. Additionally, to label newly generated neuroblasts, we used a 72 h EdU labeling scheme together with DCX co-labeling to identify migratory neuroblasts. Antibodies to phosphorylated receptors EphA3/4/5 (Tyr779, Tyr833); EphA7 (Tyr614); EphB1/2 (Tyr594, Tyr604) were used (no phospho-antibodies were available for EphA6). We used phosphorylated ephrinB antibody (ephrinB1/2/3(Tyr324)). Only the ephrinB group of ligands is capable of phosphorylation (Gerstmann and Zimmer, 2018), therefore, EphrinA ligands were not included in these calculations since they lack an intracellular domain and are not phosphorylated (Gerstmann and Zimmer, 2018). EphrinA interactions will be detailed in the following sections based on the presence of RNA, protein, and high communication probability (see Figure 5).

**Figure 4:**
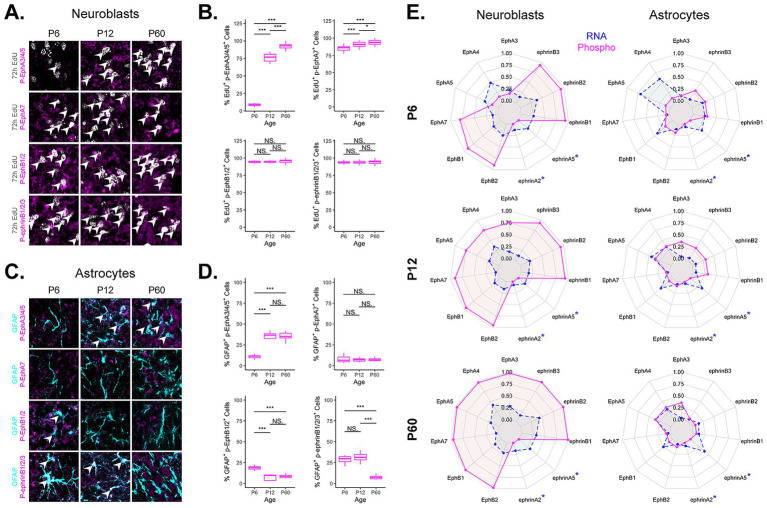
Quantification of Eph and ephrin phosphorylation across ages. **(A)** Representative images of RMS EdU^+^ neuroblast co-expression with phosphorylated Eph/ephrin antibodies at different ages. **(B)** Boxplots show percentage of EdU^+^ neuroblasts with phosphorylated Eph/ephrin co-expression at different ages. **(C)** Representative images of RMS GFAP^+^ astrocyte co-expression with phosphorylated Eph/ephrin antibodies at different ages. At P6 astrocytes are mainly found at the periphery of RMS. **(D)** Boxplots show percentage of EdU^+^ neuroblasts with phosphorylated Eph/ephrin co-expression at different ages. Statistical comparisons were performed using Wilcoxon rank-sum tests. Significance is indicated as follows: *p* ≤ 0.05 (*), *p* ≤ 0.01 (**), *p* ≤ 0.001 (***), *p* ≤ 0.0001 (****), ns (not significant). **(E)** Radar graphs showing differentially expressed Eph and Efn genes (blue) and phosphorylated proteins (magenta) in neuroblasts and astrocytes. Blue asterisk represents ligands incapable of phosphorylation. Each expanded concentric ring represents a 25% increase, with a maximum of 100% (outer ring) and a minimum of 0% (central point). *EphA6 is not included in this analysis due to the absence of antibodies to phosphorylated EphA6.

**Figure 5:**
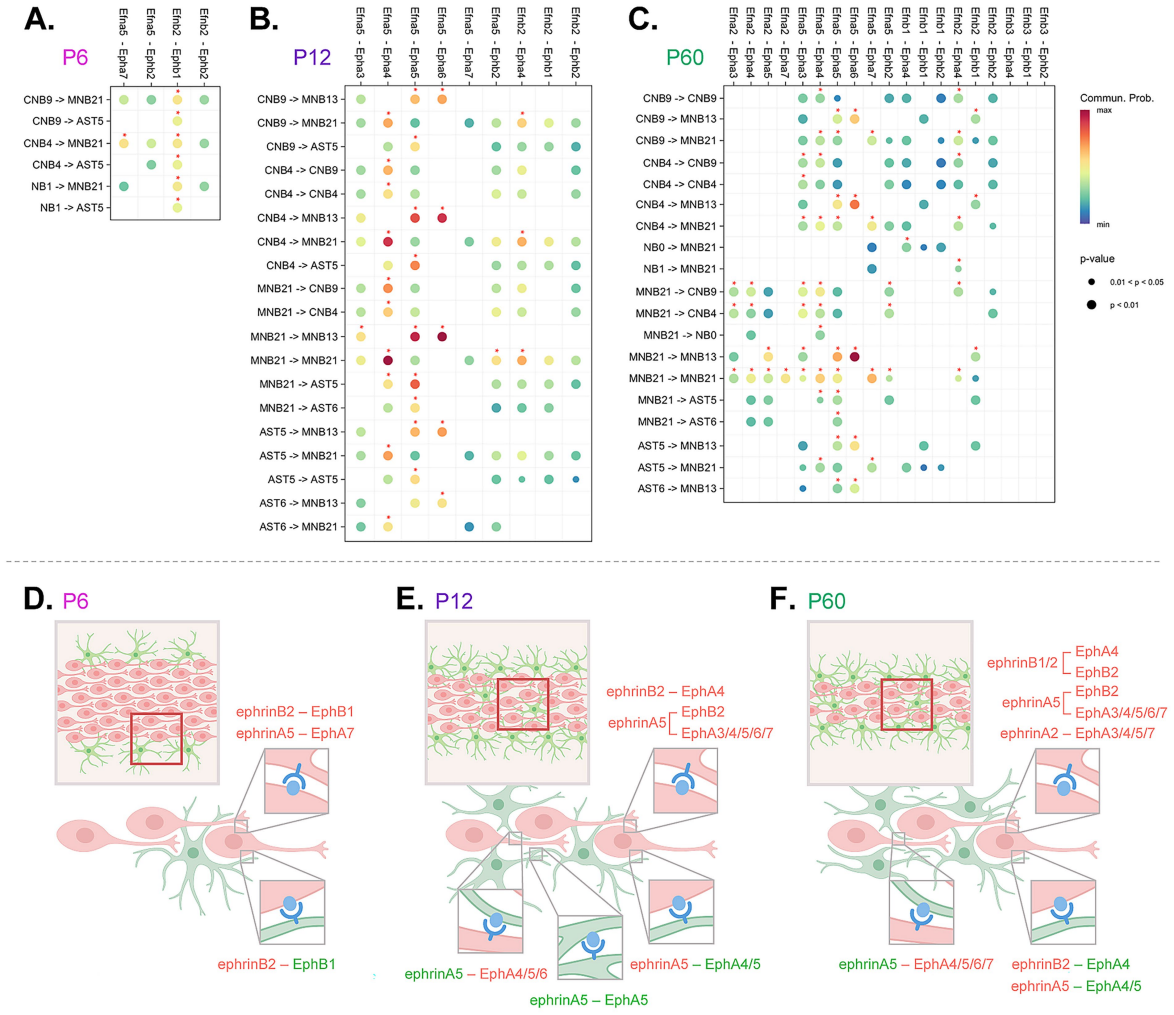
Integrated cell-to-cell Eph and ephrin communication summary across development. **(A–C)** Abridged CellChat DotPlot of Eph/ephrin ligand-receptor communication network between astrocyte (AST5, AST6) and neuroblast (cycling neuroblasts, CNB9, 4; neuroblasts, NB0, 1; maturing/mature neuroblasts, MNB13, 21) combinations. The dot color and size represent the calculated communication probability and *p*-values, respectively (*p*-values are computed from a one-sided permutation test). Communication probability above 0.01 threshold is denoted with a red asterisk. The *p*-value and communication probability legend applies to all CellChat DotPlot panels. **(D–F)** Schematic summary of signaling pairs including homotypic and heterotypic interactions between neuroblasts (red) and astrocytes (green). Red boxes outline depicted region within the RMS, where predicted interactions take place. Eph receptors are shown in blue and ephrin ligands are shown in light blue.

At P6, we found very low levels of phospho-EphA3/4/5 receptors in EdU^+^ neuroblasts (≈9%), but that changed by P12 with a dramatic increase (≈78%) and a further increase by P60 (≈91%) (Figures 4A,B). Whereas phospho-EphA7 in neuroblasts remained widely expressed at or above 86% across all ages but had a significant increase from P6 to P12 and then a smaller increase at P60 to ≈94% (Figures 4A,B). While phospho-EphB1/2 and its potential ligands, phospho-ephrinB1/2/3 remained consistently high at or above ≈94% in all neuroblasts across all timepoints (Figures 4A,B). This suggests that active signaling via neuroblast-neuroblast interactions involving ephrinB1/2/3-EphB1/2 and ephrinA-EphA7 pairs were maintained across all developmental timepoints.

For GFAP^+^ astrocytes (Figures 4C,D), we found that at P6 phospho-EphA3/4/5 co-expression was low at ≈11% but it increased significantly at P12 to ≈35% at which point it remained constant to P60. Phospho-EphB1/2 expression started off at ≈19% and then dropped to under 10% at both the P12 and P60 timepoints. Phospho-EphA7 remained consistently low at all ages (under 8%). Phospho-ephrinB1/2/3 at P6 showed co-expression with ≈30% of astrocytes and that increased slightly to ≈31% at P12 but then dropped to ≈7% at P60.

It is important to note that neuroblast-neuroblast interactions predominated at P6 and persisted through P12 and P60 even as astrocytes infiltrate the RMS. In contrast, EphA3/4/5 signaling increased in both neuroblasts and astrocytes as the RMS matured, correlating with increased astrocyte presence in the RMS core. Higher EphB1/2 and ephrinB1/2/3 signaling in astrocytes at P6 may be related to active astrocyte rearrangement and integration within the RMS core, whereas low signaling at P60 could reflect a stabilized astrocyte architecture not present earlier in development.

### 3.7 Eph/ephrin RNA expression correlates with activated Eph/ephrin signaling in neuroblasts

To compare ligand and receptor presence at both the transcriptional and post-translational, activated levels, we generated radar charts displaying scaled expression values of Eph receptors and ephrin ligands measured by either scRNA-seq or phosphorylation IHC (Figure 4E), where expression was scaled from 0 to 1. Ephs and ephrins included on the plot were significantly present in at least one cell type (Supplementary Figure 4), confirmed by protein presence (Figure 3), and showed up in at least one cell–cell interaction (Supplementary Figure 5). Efna2 and Efna5 are incapable of phosphorylation and are denoted with a blue star, indicating phosphorylation data were not possible. RNA expression was indicated in blue and phosphorylation co-expression in either neuroblasts or astrocytes was indicated in magenta. These plots highlight that while RNA expression in neuroblasts and astrocytes was a relatively good predictor for Eph/ephrin activity, it does not always match phosphorylation patterns throughout development. Specifically, at P6 both neuroblasts and astrocytes show the greatest variation between RNA expression and protein phosphorylation. These studies demonstrate the importance of combining both RNA and protein data to interpret potential activation of signaling pathways.

### 3.8 Major Eph/ephrin signaling pairs in the RMS shift with age

In complex systems, such as Eph/ephrin signaling where multiple signaling possibilities are conceivable based on multiple signaling partners, there is a need for predictive modeling. We used an integrated approach to narrow down and identify significant Eph receptor-ephrin ligand interactions across development in the RMS. We used CellChat to identify relative contribution pairings between Eph receptors and ephrin ligands (Figure 5A–C). We applied a communication probability threshold of ≥ 0.01 together with permutation-based *p*-value filtering (*p* < 0.05) ensuring statistical robustness (Jin et al., 2021). Interactions above this threshold, considered high confidence, were visualized on a dot plot and highlighted with an asterisk. Then based on the above studies that identified presence of protein (Figure 3) and phosphorylation status (Figure 4), we narrowed down interactions that were most likely (Figures 5A–C). To summarize findings within each of the timepoints, we created a conceptual model (Figures 5D–F) highlighting the directionality of signaling between neuroblast-neuroblast, neuroblast-astrocyte and astrocyte-astrocyte, identifying key ligand and receptor expression networks across subpopulations based on our phosphorylation data.

At P6 (Figures 5A,D), the majority of predicted significant interactions were through ephrinB2-EphB1, and ephrinA5-EphA7. 

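The 12 calls at P6 fell on 5 pairs. *Efna5-Epha4* gave 4 calls, *Efnb2-Epha4* 3, *Efna5-Epha5* and *Efna5-Epha6* 2 each and *Efna5-Epha3* 1. The highest probability was that of *Efna5-Epha4* from the cycling to the glutamatergic class, 0.0293, followed by *Efna5-Epha6* from the cycling to the maturing class, 0.0261. *Efna5-Epha7* reached at most 0.00972, from the cycling to the glutamatergic class, just under the threshold. It was called with a truncated mean (0.0105), the stricter filter (0.0101) and without integration (0.0103).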

EphrinA5-EphA7 occurred in neuroblast-neuroblast interactions between mature cluster MNB21 and cycling cluster CNB4. EphrinB2-EphB1 communication was found between all types of neuroblast clusters (CNB4, CNB9, NB1, MNB13, MNB21), and was also prominent in astrocyte-neuroblast interactions between astrocyte cluster AST5 and cycling neuroblast clusters CNB4, CNB9, and NB1. This suggested extensive Eph-ephrin binding between neuroblasts, the major cell type occupying the RMS at P6, and interactions between neuroblasts and astrocytes that border the RMS.

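*Efnb2-Ephb1* stayed under the threshold of 0.01 in every combination of classes at P6. Towards the glutamatergic class its probability was 0.00703 from the maturing class, 0.00665 from the immature class and 0.00496 from the cycling class. With a truncated mean the combination from the immature to the glutamatergic class was called, at 0.0102. From the astrocyte-like class the pair stayed under 0.001. Towards that class it was 0.00224 from the maturing, 0.00212 from the immature and 0.00158 from the cycling class. With each cluster in place of its class, an alternative chosen after seeing the data, the pair was called at P6 from the cycling cluster r7 to the glutamatergic cluster r20 alone, at 0.0116. From the astrocyte-like cluster r4 it was at 0.00559 to r20, 0.00128 to the maturing cluster r10 and 0 to r0, r1, r6 and r7. Towards r4 the highest was 0.00962, from r7.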

At P12 (Figures 5B,E), in addition to the interactions occurring at P6, new communication pairings mediated through EphA5, EphA4, and EphA3 receptors were predicted. EphrinB2-EphA4, ephrinA5-EphA4, and ephrinA5-EphA5 interactions between cycling (CNB9, CNB4) and mature clusters (MNB13, MNB21) were predicted. 

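The 8 calls at P12 fell on *Efna5-Epha4* with 4, *Efna5-Epha6* with 3 and *Efna5-Epha5* with 1. *Efna5-Epha4* was called within the glutamatergic class, at 0.0341, from the cycling to the glutamatergic class, at 0.0140, and in the other direction, at 0.0135. *Efna5-Epha5* was called from the glutamatergic to the maturing class, at 0.0106. From the cycling to the maturing class it was called with a truncated mean and with all variable features. *Efna5-Epha6* was called from the glutamatergic and the cycling class to the maturing class, at 0.0268 and 0.0110. *Efnb2-Epha4* from the cycling to the glutamatergic class was at 0.00654. Under the stricter filter the pair was called from the immature and the maturing class to the glutamatergic class, at 0.0101 and 0.0103.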

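Within the glutamatergic class at P12, *Efna5-Epha3* was at 0.00702, and from that class to the maturing class at 0.00501. The first was called with a truncated mean (0.0130) and the second under no setting. *Efnb2-Epha4* within the glutamatergic class stayed under 0.001 and was called at P12 under no setting.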

MNB21 was also involved in unique intrinsic ephrinB2-EphA4 mediated interactions as well as ephrinA5-EphA3 interactions with MNB13. 

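From the astrocyte-like class at P12, *Efna5-Epha4* was called to the glutamatergic class, at 0.0149, and *Efna5-Epha6* to the maturing class, at 0.0116. *Efna5-Epha5* was called from the astrocyte-like to the maturing class with a truncated mean, without doublet removal and with all variable features. Towards the pooled astrocyte-like class nothing was called, except that the truncated mean called *Efna5-Epha5* from the glutamatergic class. Within the astrocyte-like class *Efna5-Epha5* reached 0.00331 and *Efna5-Epha4* 0.00217, and no setting of the pooled class called either. With each cluster in place of its class, an alternative chosen after seeing the data, *Efna5-Epha5* was called within the astrocyte-like cluster r4, at 0.0133, and from the glutamatergic cluster to r4 and r5, at 0.0231 and 0.0113. *Efna5-Epha4* was then called from r4 to the cycling cluster r7 and the glutamatergic cluster, at 0.0101 and 0.0196, and from r5 to the glutamatergic cluster, at 0.0129.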

Astrocyte (AST5, AST6)–neuroblast (CNB9, CNB4, MNB13, MNB21) interactions were predicted through ephrinA5-EphA4 and ephrinA5-EphA5, while astrocyte-astrocyte interactions were only possible through ephrinA5-EphA5. 

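*Epha7* in neuroblast-like cells was at 35.8 CPM (32.6 to 39.2) at P6, 12.0 CPM (9.60 to 14.8) at P12 and 8.64 CPM (5.87 to 12.3) at P60. The log2 ratio to P6 was -1.58 (-1.93 to -1.25) at P12 and -2.05 (-2.63 to -1.53) at P60. Its share of cells was 11.4%, 4.11% and 4.03%, or 4.45%, 1.59% and 1.62% after thinning, which left out 98, 268 and 14 cells. In microglia-like cells the share was 0%, 0.554% and 0%. Median depths of neuroblast-like cells were 7101, 4730 and 6426 UMIs. The level was highest in the glutamatergic class, with 230.3 CPM at P6 (249 of the 467 UMIs), 80.3 CPM at P12 (31 of 87) and 311 CPM at P60 (11 of 31, in 5 cells). No combination with *Epha7* was called at P12 under any setting.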

Although at this age *Epha7* RNA was expressed at lower levels and the predicted interaction did not meet the significance threshold in our CellChat communication probability analysis, we observed clear evidence of protein expression and phosphorylation, underscoring the importance of validating signaling activity at the protein level. These signaling shifts suggest a developmental change in neuroblast and astrocyte signaling needs, likely due to RMS reorganization—the RMS area decreases and astrocytes now make up the astrocytic network that aids neuroblast migration (Figure 2). An increase in cell–cell contact would create more possibilities for Eph/ephrin interactions.

At P60 (Figures 5C,F), in addition to the above P12 pairings, ephrinB1 and ephrinA2 mediated interactions now possible. 

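Of the 18 calls at P60, 14 were of *Efna5*, with *Epha4*, *Epha5*, *Epha6* and *Epha7* at 3 calls each and *Epha3* at 2, and 4 were of *Efna2*. Among the last, 1 was of *Efna2-Epha6*, a pair outside the paper's list. The highest probability was that of *Efna5-Epha6* from the glutamatergic to the maturing class, 0.0665. No *Efnb1* pair was called at P60 under any setting, and the highest among classes was *Efnb1-Epha4* from the cycling to the glutamatergic class, at 0.00419. Among single clusters, an alternative chosen after seeing the data, it was 0.00880, from r7 to r20. At P6 the same pair was called among them, to r20 from r7 at 0.0186, from r4 at 0.0120 and from r0 at 0.0104, and at P12 no *Efnb1* pair was. *Efnb2-Epha4* over the same classes was at 0.00986 and passed 0.01 with a truncated mean, the stricter filter, all variable features, 20 dimensions and without integration, and from r7 to r20 at 0.0118 when clusters stood in place of classes. At P60 the largest value, that of *Prl*, was above those at P6 and P12, which lowers every probability. A value just under 0.01 at P60 is therefore no firm miss. Without the glutamatergic class, chosen after seeing the data as well, 2 calls were left, *Efna5-Epha6* to the maturing class from the cycling class, at 0.0265, and from the astrocyte-like class, at 0.0145.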

EphrinA2-EphA5 showed a unique signaling occurrence between a maturing cluster (MNB13) and mature cluster (MNB21), which was not found at earlier timepoints. EphrinA2-EphA7 interaction also uniquely occurred within mature cluster (MNB21), which also showed ephrinA2-mediated signaling through EphA3/4 on cycling neuroblasts (CNB4, CNB9). This could indicate emerging signaling distinctions for more mature neuroblasts at the older timepoint. 

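*Efna2-Epha7* was called at P60 within the glutamatergic class alone, at 0.0203. The level of the ligand there rests on 4 *Efna2* UMIs in 5 cells. The same class also called *Efna2-Epha4* and *Efna2-Epha5* within itself, at 0.0171 and 0.0120, and *Efna2-Epha6* towards the maturing class, at 0.0287. Towards the cycling class *Efna2-Epha3* was at 0.00970 and *Efna2-Epha4* at 0.00917, both near a threshold that depends on the scale of the library. The first was called with a truncated mean (0.0106) and the stricter filter (0.0103). The second was called with each cluster in place of its class, an alternative chosen after seeing the data, from r20 to r7 at 0.0102.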

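At P60 *Efna5-Epha5* and *Efna5-Epha4* within the astrocyte-like class had probabilities of 0.00258 and 0.00173, and every other pair stayed under 0.001. No setting called any pair within the pooled astrocyte-like class at P6, P12 or P60. With each cluster in place of its class, an alternative chosen after seeing the data, 4 combinations were called between astrocyte-like clusters at P6, 1 at P12 and 0 at P60, where the highest was *Efna5-Epha5* from r4 to r13, at 0.00383.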

There were no significant astrocyte-astrocyte interactions through Eph-ephrin signaling at this age, suggesting that once the cytoarchitecture is set at P12, the need for homotypic astrocyte-astrocyte interactions through Ephs and ephrins may be eliminated. 

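Distinct ephrin-Eph pairs with at least 1 call numbered 5 at P6, 3 at P12 and 9 at P60, and 6, 3 and 11 with each cluster in place of its class, an alternative chosen after seeing the data. The 9 pairs at P60 include *Efna2-Epha6*, which is outside the paper's list. Calls between neuroblast-like classes numbered 8, 6 and 15, those from the astrocyte-like to neuroblast-like classes 2 at each age, and those in the other direction 2, 0 and 1. Cells were shallowest at P12, and the higher numbers at P60 rest on the 5 cells of the glutamatergic class.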

The overall addition of predicted signaling pairs based on increasing age suggests that as the pathway develops and is further refined there was an increase in signaling pairs to reinforce the RMS. These analyses indicated that Eph-ephrin signaling between astrocytes and neuroblasts is dynamic and cluster-specific from P6 to P60. These data also supported previous findings on the importance of the EphA4 receptor, as we see that EphA4-mediated signaling emerges by P12 and is predicted for neuroblast-neuroblast and neuroblast-astrocyte interactions through P60.

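Pairs with *Epha4* gave 7 calls at P6, 4 at P12 and 4 at P60. At P6 they were 4 of *Efna5-Epha4* and 3 of *Efnb2-Epha4*. *Efna5-Epha4* was called at P6 within the cycling class, at 0.0134, from the cycling to the astrocyte-like class, at 0.0116, and from the astrocyte-like to the glutamatergic class, at 0.0142. At P60 its 3 calls were among the cycling and glutamatergic classes, at 0.0404 within the glutamatergic class, 0.0219 from it to the cycling class and 0.0159 back. The fourth call was *Efna2-Epha4*. From the astrocyte-like to the glutamatergic class *Efna5-Epha4* was at 0.00865, and it was called there with a truncated mean, at 0.0144. With clusters in place of classes, an alternative chosen after seeing the data, it was called from r4 to r20, at 0.0113, and back, at 0.0100. From the pairs predicted at each age, the paper concludes that Eph-ephrin signaling between astrocytes and neuroblasts changes with age and depends on the cluster, and it proposes that the pairs added with age reinforce the RMS.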

## 4 Discussion

To investigate regulatory control of the temporally dynamic, robust forebrain neuroblast migration pathway, the RMS, we focused on the Eph-ephrin signaling system. Although individual Eph-ephrin pathways have been linked to neuroblast migration through the anterior forebrain, the temporal diversity and full repertoire of possible interactions have not been systematically investigated. We first focused on cell-specific RNA transcript expression patterns and then validated these findings at the protein and phosphorylated (activated) protein level. Through this approach, we identified core signaling networks that defined temporal and cell–cell interactions. Specifically, our studies indicated that active Eph-ephrin signaling is present in RMS neuroblasts and astrocytes across all examined ages; however, signaling pairs are fluid and dependent on changing neuroblast-neuroblast and neuroblast-astrocyte organization within the temporally distinct RMS. By combining observations from the developing cytoarchitecture, single cell transcriptomics, Eph/ephrin activation, and ligand-receptor interactive modeling, we were able to streamline a complex signaling system and distinguish principal ligand-receptor interactions in neuroblasts and astrocytes of the RMS across development.

### 4.1 Cytoarchitectural changes

Postnatal neurogenesis in the V-SVZ with subsequent transportation of large quantities of neuroblasts through the anterior forebrain to the OB is a crucial developmental process that is maintained even as the surrounding brain regions mature. Strict regulatory control is required to ensure consistent delivery of new neurons to the OB to support functions such as circuit refinement and sensory processing involved with the sense of smell (Lledo et al., 2006; Ming and Song, 2011), even as the mouse ages and neurogenesis and neuroblast migration are scaled down (Obernier and Alvarez-Buylla, 2019; Shook et al., 2012). We showed at P6 that the RMS cytoarchitecture progressed from a loose aggregate of migrating neuroblasts with scattered astrocytes found at the RMS periphery, to a composite formation of neuroblast chains surrounded by astrocytes at P12, and then ultimately to a restricted, cell-dense array of migratory neuroblasts surrounded by a meshwork of astrocytes at P60. As the RMS pathway narrows from P6 to P60, a tightly regulated balance of neurogenesis and migration ensures continuous efficient delivery of new neurons into the olfactory bulb throughout the life of mouse.

### 4.2 RMS transcriptional changes

Neural stem cells in the V-SVZ consist of heterogeneous subpopulations based on their location of origin and are thought to be predetermined in their eventual interneuron specification (Cebrian-Silla et al., 2021; Fiorelli et al., 2015). As their progeny, neuroblasts, start their long-range migration toward the OB, they intermix and migrate uniformly in the RMS until they segregate to their final interneuron-specific destination within either the granular cell layer or periglomerular layer of the OB (Chaker et al., 2016; Fiorelli et al., 2015). Within the RMS, we found dividing (cycling), intermediate, and maturing neuroblast subpopulations at all three timepoints (P6, P12, and P60); however, the maturing populations’ proportions decreased with age. This age-related decline in the more mature neuroblast populations suggests a delay in differentiation within the RMS. Using the expression of genes associated with neural stem cell V-SVZ spatial origin (Cebrian-Silla et al., 2021; Fiorelli et al., 2015), we found similar profiles within the maturing neuroblast populations. Dividing them into two subtypes, one exhibiting lateral V-SVZ markers with a likely fate commitment to GABAergic interneurons (Calbindin^+^ and TH^+^), and the other exhibiting dorsal V-SVZ markers with a likely fate commitment to glutamatergic interneurons (Calretinin^+^). This would support lineage-directed predetermination in migratory neuroblasts; however, in intermediate neuroblast populations, in addition to defined populations expressing either lateral or dorsal V-SVZ markers, some intermediate subpopulations presented a mixture of these lineage markers, suggesting that a further delineation and understanding of fate specification at different neuroblast stages is needed.

### 4.3 *Eph*/*Efn* RNA signatures

Our group had previously shown the heterogeneity of RMS neuroblasts based on gene expression of *EphA4* receptor and all *Efns* (Todd et al., 2017). These initial studies focused on the role of EphA4 in the RMS and concluded that EphA4 likely works in concordance with other Eph receptors as not all neuroblasts were affected in EphA4^−/−^ mice (Todd et al., 2017). Here, we extended these original studies to include all Eph, as well as ephrin, subclasses and confirmed that *Eph*/*Efn* heterogeneity identifies specific neuroblast subpopulations. 

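*Epha3* (ENSMUSG00000052504, chromosome 16, 63543534 to 63864175) was at 55.0 CPM (47.0 to 64.1) in the astrocyte-like cluster r4, 21.6 CPM (12.6 to 34.6) in r13 and 3.58 CPM (2.05 to 5.82) in r5. By age r4 had 59.7, 22.1 and 76.4 CPM at P6, P12 and P60. In r4 15.0% of cells held an *Epha3* UMI, or 7.75% after thinning, against 0.543% and 0.327% of microglia-like cells, and the gene passed the 25% threshold in none of the 3 clusters at any age. *Ephb1* was at 249 CPM (231 to 267) in r4, 212 CPM (181 to 247) in r13 and 79.1 CPM (71.0 to 87.8) in r5, and was found after thinning in 30.8%, 22.3% and 11.9% of cells, against 0.871% of microglia-like cells.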

Our current results demonstrate that in addition to *EphA4*, expression of *EphA3*, *EphA5*, *EphA6*, *EphA7*, *EphB1*, *EphB2* receptors was found in neuroblast subpopulations, as well as *EphA3*, *EphB1* receptors in all astrocyte subpopulations. Specifically, we highlighted *Eph*/*Efn* expression differences between cycling, intermediate, and maturing/mature neuroblast subpopulations which may relate to discrete or redundant functional roles across development. To identify potential neuroblast-neuroblast *Eph*/*Efn* interactions, we calculated overall communication probabilities across ages and found extensive homotypic and heterotypic interactions at each timepoint (see Figure 1E). While this analysis provided valuable insight, scRNA-seq lacked protein-level resolution which we then addressed through complementary protein expression analysis.

### 4.4 Eph/ephrin protein expression and phosphorylation

We initially identified the presence of Eph/ephrin protein on RMS neuroblasts and astrocytes; however, to focus on potential signaling interactions we identified phosphorylated, activated forms of Ephs/ephrins in neuroblasts and astrocytes across developmental timepoints. This allowed us to refine and clarify cell-specific signaling networks. We found that active (phosphorylated) EphA3/4/5 signaling increased in both neuroblasts and astrocytes as the RMS matured. Now, in addition to EphA4’s known role in RMS regulation, additional active signaling pathways revealed that EphA3 and EphA5 were also involved. Interestingly, RMS disorganization due to absence of EphA4 did not occur until around P12 (Todd et al., 2017), a time when astrocytes become integrated within the RMS core. Indeed, we found low, to absent, phosphorylation levels of EphA3/4/5 signaling in neuroblasts at P6, indicating that a requirement for EphA3/4/5 occurs after P6, corresponding to establishment of astrocytic networks.

In contrast, we found phosphorylation of EphB1/2, ephrinB1/2/3, and EphA7 in neuroblasts occurred broadly across all ages, suggesting a continued requirement during RMS development (P6–P60). In astrocytes, EphB1/2 and ephrinB1/2/3 phosphorylation status was highest early in the development (P6) and then decreased greatly by P60, suggesting early roles in astrocyte organization before or during the time astrocytes initially become integrated within the RMS core. Low signaling levels at P60 could reflect a reduced need, due to a stabilized astrocytic network. By comparing RNA transcriptomics with active Eph/ephrin signaling across development, we demonstrated that while RNA is a predictor for potential signaling interactions, the presence of proteins and ultimately phosphorylated proteins validates which ligands and receptors actively participate in RMS regulatory control (see Figure 4E).

### 4.5 Integrated interactive modeling

Eph receptor-ephrin ligand communication network analyses (CellChat) allowed us to infer cluster specificity and directionality of signaling between RMS astrocytes and neuroblasts. Protein and specifically phosphorylation status helped us narrow down signaling pairs across P6, P12, and P60 timepoints. Although Ephs and ephrins can trigger diverse cell responses dependent on context (i.e., cell–cell specificity and microenvironment), previously characterized roles of specific ligand-receptor pairs provide a foundation to infer potential roles in our system.

At P6, we found only two major predicted signaling pairs: ephrinB2–EphB1 and ephrinA5–EphA7 (see Figure 5D). EphrinB2–EphB1 interactions are known to be involved in repulsion at cell boundaries and cell guidance (Smith et al., 1997; Teng et al., 2013). Based on our studies, peripheral astrocytes expressing EphB1 receptor may repulse migrating neuroblasts expressing ephrinB2, and since neuroblasts express both EphB1 receptor and ephrinB2 ligands contact-mediated repulsion may occur between neuroblast subtypes. Additionally, ephrinA5–EphA7 interactions are known to promote migration and adhesion (Nguyen et al., 2017), which would facilitate migration between EphA7-expressing maturing neuroblasts with ephrinA5-expressing cycling neuroblasts. At P6, neuroblasts were found within the RMS with astrocytes found mainly at the periphery, therefore Eph-ephrin signaling appears to be important for neuroblast-neuroblast facilitated migration and allows astrocyte navigation into the RMS core.

At P12, we observed significant additions of EphA6, EphA5, EphA4, EphA3, and EphB2 mediated interactions between neuroblasts and astrocytes (see Figure 5E). EphrinA5–EphA3 and ephrinA5–EphB2 have been previously linked with cell repulsive migration (Himanen et al., 2004; Shi et al., 2010) and were predicted between mature neuroblast clusters. Other predicted interactions involving ephrinA5–EphA6, ephrinA5–EphA5 and ephrinB2–EphA4 are known to promote cell adhesion (Deschamps et al., 2010; Nguyen et al., 2017; Poitz et al., 2015). EphrinA5–EphA5 interactions included both neuroblasts and astrocytes expressing both the receptor and ligand which resulted in neuroblast-neuroblast, neuroblast-astrocyte, and astrocyte-astrocyte signaling combinations that likely use adhesion to aid in chain migration, stabilization of neuroblast chains in astrocytic networks, and maintenance of network integrity. EphrinA5–EphA6 and ephrinB2–EphA4 may also aid chain formation between neuroblasts with ephrinA5–EphA6 also potentially facilitating neuroblast-astrocyte adhesion. Other neuroblast-neuroblast and neuroblast-astrocyte interactions were also predicted to occur through ephrinA5–EphA4 that could support astrocyte-neuroblast contact-dependent positional remodeling (Eberhart et al., 2004; Shu et al., 2016) a means to optimize migration.

At P60 the few additions of new signaling pairs included those mediated through ligands ephrinA2 and ephrinB1. EphrinB1–EphA4 interactions are known to promote cell adhesion (Murcia-Belmonte et al., 2025), and forward signaling through EphA4 receptors on mature neuroblasts may facilitate adhesion enabling dynamic remodeling of migrating neuroblast chains. EphrinA2 has been shown to play a role in cell differentiation (Homman-Ludiye et al., 2017) and in the RMS it was expressed in mature neuroblasts. EphrinA2–EphA7 has been implicated in negative regulation of proliferation (Jiao et al., 2008) and as this interaction is predicted to take place between mature neuroblast subpopulations it may reinforce and promote maturation. At P60, we do not see significant Eph-ephrin mediated interactions between astrocytes; however, neuroblast-astrocyte interactions persisted, suggesting their requirement in maintaining RMS integrity and migratory control.

Additionally, we found a neuron cluster (OBN18) with unique *Scgn* expression that has been implicated in RMS neuroblast migration (Hanics et al., 2017). 

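*Scgn* (ENSMUSG00000021337, chromosome 13, 23953456 to 23991214) was highest in cluster r18, one of the clusters with markers of both maturing neuroblasts and neurons, at 184 CPM (166 to 204). The other 2 such clusters followed, r9 with 102 CPM (91.3 to 114) and r8 with 53.5 CPM (43.8 to 64.7), and every other cluster was at 6.11 CPM or less. A UMI was found in 47.3% of r18 cells, or 22.8% after thinning, which left out 4 cells, and in 10.6% and 6.30% of thinned r9 and r8 cells, against 0.109% of microglia-like cells. Of the r18 cells, at a median of 11359 UMIs, 53.3% came from the P60 library.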

After analyzing predicted Eph/ephrin CellChat interactions, we found significant communication between OBN18 neurons and RMS neuroblasts and astrocytes. Indicating that other cell types aid in regulatory control of the RMS.

While our studies focused mainly on canonical Eph/ephrin interactions, non-canonical interactions also exist. Ephs/ephrins have been shown to interact with integrins, glycoproteins (e.g., Reelin), and other receptor tyrosine kinases (e.g., FGFR1) (Bouché et al., 2013; Prydz et al., 2025; Sentürk et al., 2011). These factors all have known roles in migration. Integrins mediate extracellular matrix adhesion and integrin-Eph signaling may promote or inhibit detachment and influence directional movement (Arvanitis and Davy, 2008). 

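*Fgfr1* (ENSMUSG00000031565, chromosome 8, 25513654 to 25575718) was at 148 CPM (129 to 168) in the glutamatergic cluster r20, with 166 CPM at P6 and 111 CPM at P12. At P60 its 5 cells held 0 UMIs, which allows up to 84.9 CPM. The other 5 neuroblast-like clusters had between 6.79 and 32.1 CPM. Astrocyte-like clusters had 194 CPM (178 to 210) in r4, 205 CPM (192 to 219) in r5 and 222 CPM (191 to 258) in r13. After thinning, *Fgfr1* was found in 22.1% of r20 cells and in 28.2%, 32.2% and 31.8% of the cells of r4, r5 and r13, against 0.109% of microglia-like cells.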

Activation of FGFR1 in cells expressing EphB2 has been shown to inhibit cellular segregation and migration (Prydz et al., 2025) and we found *Fgfr1* expression in mature neuroblasts (MNB21) and astrocytes. Reelin can independently activate EphB receptors resulting in cytoskeletal changes (Bouché et al., 2013). Reelin can also bind to ephrinB ligands, which then associate at the membrane with Reelin receptors, leading to phosphorylation of adaptor protein Dab1 and accompanying cytoskeletal changes. Reelin has been described as promoting the switch from tangential to radial migration in the distalmost end of the RMS within the OB (Hellwig et al., 2012). However, we did not observe *Reln* expression in neuroblasts or astrocytes of the RMS, suggesting that Reelin’s function may be limited to within the OB but highlighting an area for future research.

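*Reln* (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702) was at 9.05 CPM (7.49 to 10.8) in neuroblast-like cells at P6, 5.23 CPM (3.70 to 7.18) at P12 and 3.62 CPM (1.93 to 6.20) at P60. Its share of cells was 3.48%, 2.24% and 2.68%, or 1.15%, 0.935% and 0.693% after thinning, against 0%, 0.185% and 0% of thinned microglia-like cells. Much of it came from the glutamatergic cluster r20, with 56.4 CPM (43.1 to 72.5) at P6. Astrocyte-like cells had 12.1, 29.9 and 8.77 CPM, found after thinning in 2.24%, 3.33% and 2.19% of cells. The neuron-like cluster r11 had 1485 CPM and a share of 33.4% after thinning.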

## 5 Conclusion

We present studies that show Eph/ephrin signaling is dynamically regulated at the post-transcriptional level during RMS maturation, potentially orchestrating the timing of astrocyte structural transitions in response to developmental cues and the establishment of a mature RMS migratory pathway. Combining RNA-based datasets with assessment of phosphorylated (activated) Eph and ephrin signaling pathways allowed us to generate a refined model of this complex signaling system based on identifying key molecular players within the broader interactome (see Figures 5D–F). This integrative approach revealed functional relationships that may be overlooked in single-gene (or even combinatorial) knockout models, which often capture only partial aspects of signaling pathways. Together, these data provide a foundation for future investigations into the dynamics of Eph-ephrin signaling or other complex signaling systems. Understanding the regulation of migration control can provide insight into human congenital conditions, such as cortical malformations and neurodevelopmental disorders, and help identify strategies to restore or redirect migration in pathological contexts (Guerrini and Parrini, 2010).

## Data Availability

The scRNA-seq data generated for this study is deposited in the Gene Expression Omnibus (GEO) under accession number GSE306762.

# Supplementary material for: Developmental regulation of long-range neuroblast migration by Eph/ephrin signaling
**Source:** Front Neurosci. 2025 Oct 8;19:1670635. doi: 10.3389/fnins.2025.1670635
**Supplement:** Supplementary file 1

**Methods Supplement Table 1.** Primary antibodies information.

| Antibody | Host Species | Dilution | Supplier | RRID |
| --- | --- | --- | --- | --- |
| anti-GFAP | Goat | 1:500 | Thermo Fisher Scientific | AB_2942816 |
| anti-GFAP | Rat | 1:2000 | Thermo Fisher Scientific | AB_86543 |
| anti-DCX | Guinea pig | 1:1000 | Sigma-Aldrich | AB_2230227 |
| anti-DCX | Chicken | 1:1000 | Abcam | AB_2728759 |
| anti-PODXL | Mouse | 1:200 | Thermo Fisher Scientific | AB_2533411 |
| anti-pEphA3/4/5 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2554421 |
| anti-pEphB1/2 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2609042 |
| anti-pEphrinB1/2/3 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2815966 |
| anti-pEphA7 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2817082 |
| anti-EphA3 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2855098 |
| anti-EphA4 | Rabbit | 1:200 | Novus | AB_3244317 |
| anti-EphA5 | Rabbit | 1:200 | Proteintech | AB_2881289 |
| anti-EphA6 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2899823 |
| anti-EphA7 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2899824 |
| anti-EphB1 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2099828 |
| anti-EphB2 | Goat | 1:200 | Thermo Fisher Scientific | AB_2609043 |
| anti-EphrinA2 | Goat | 1:200 | Thermo Fisher Scientific | AB_2608569 |
| anti-EphrinA2 | Rabbit | 1:200 | Alomone Labs | AB_2756585 |
| anti-EphrinA5 | Rabbit | 1:200 | Alomone Labs | AB_2756586 |
| anti-EphrinB1 | Mouse | 1:200 | Thermo Fisher Scientific | AB_11219677 |
| anti-EphrinB2 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2854597 |
| anti-EphrinB3 | Rabbit | 1:200 | Thermo Fisher Scientific | AB_2533165 |

**Methods Supplement Table 1.** Secondary antibody information.

| Antibody | Host Species | Fluorophore | Dilution | Supplier | RRID |
| --- | --- | --- | --- | --- | --- |
| donkey anti-rat | Donkey | 405 | 1:500 | Thermo Fisher Scientific | AB_2890549 |
| donkey anti-goat | Donkey | 488 | 1:500 | Thermo Fisher Scientific | AB_2534102 |
| donkey anti-guinea pig | Donkey | 647 | 1:500 | Jackson ImmunoResearch Labs | AB_2340477 |
| donkey anti-mouse | Donkey | 546 | 1:500 | Thermo Fisher Scientific | AB_11180613 |
| donkey anti-rabbit | Donkey | 546 | 1:500 | Thermo Fisher Scientific | AB_2534016 |
| donkey anti-chicken | Donkey | 647 | 1:500 | Thermo Fisher Scientific | AB_2921074 |

# Supplementary material for: Developmental regulation of long-range neuroblast migration by Eph/ephrin signaling
**Source:** Front Neurosci. 2025 Oct 8;19:1670635. doi: 10.3389/fnins.2025.1670635
**Supplement:** Supplementary file 2

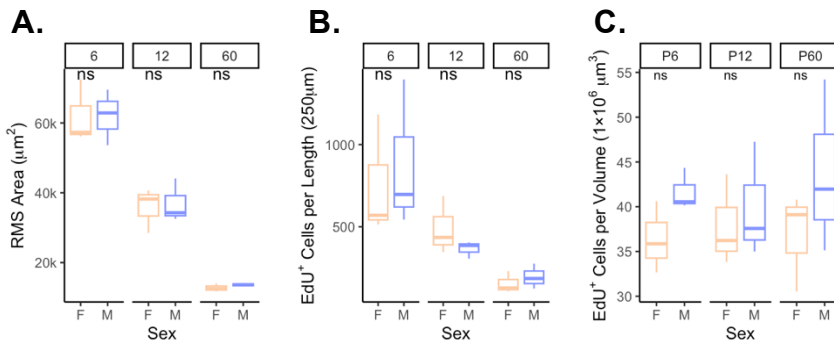

**Supplementary Figure 1. Boxplots showing sex comparisons between female (peach), and male (blue) mice across P6, P12, P60 ages.**

(A) Sex comparison for RMS cross-sectional area. (B) Sex comparison for total EdU<sup>+</sup> cells per 250 $\mu\text{m}$  length of the RMS. (C) Sex comparison for EdU<sup>+</sup> cell density per  $1 \times 10^6 \mu\text{m}^3$  RMS volume. Pairwise comparisons were performed using unpaired, two-sided Student's *t*-tests. Significance is indicated as follows:  $p \leq 0.01$  (\*\*),  $p \leq 0.001$  (\*\*\*),  $p \leq 0.0001$  (\*\*\*\*), ns (not significant).

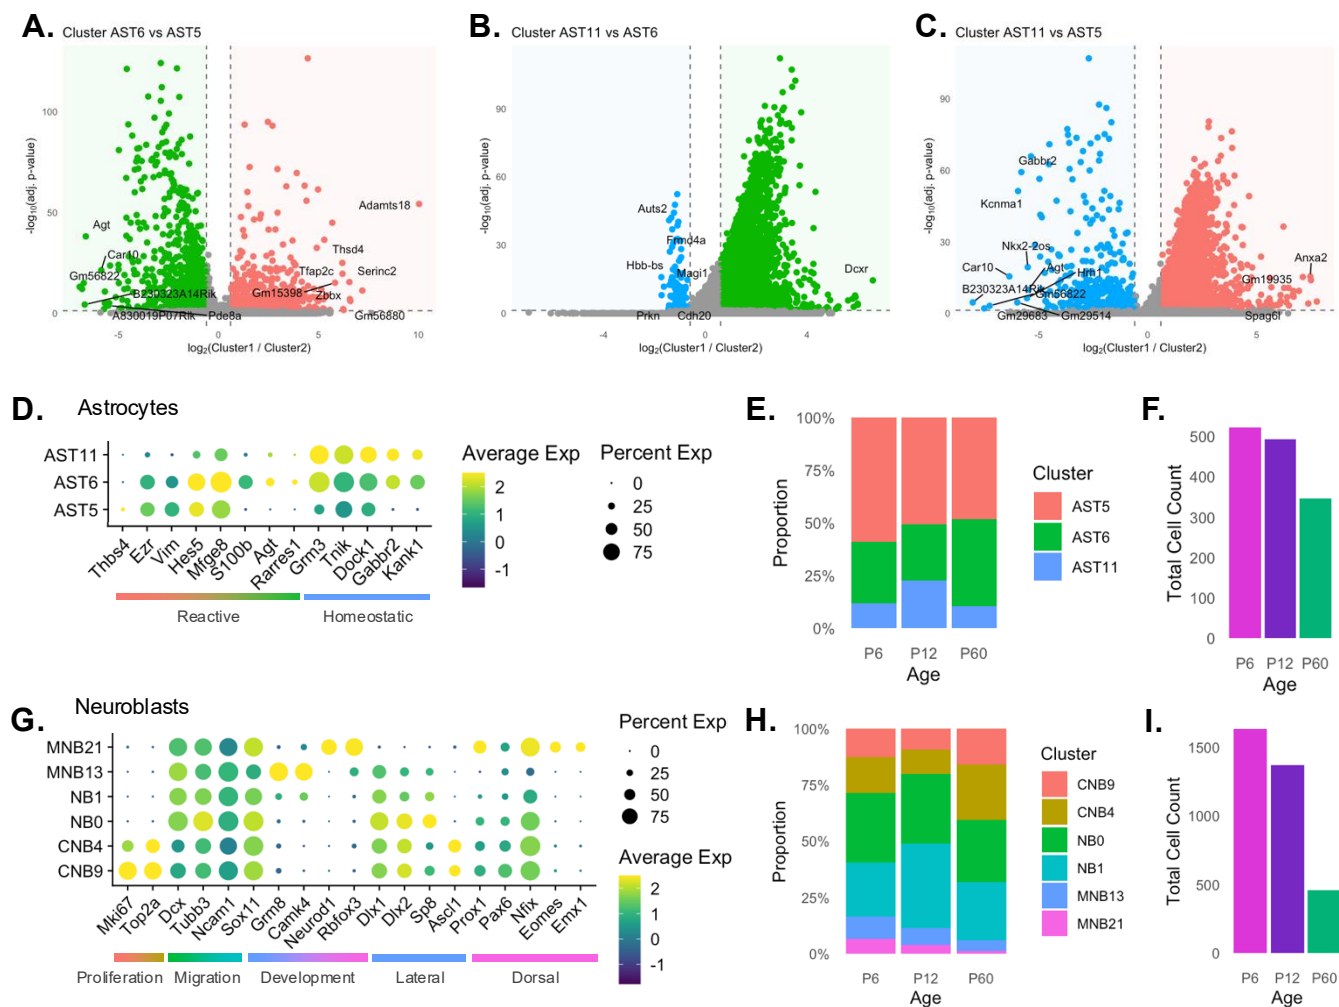

**Supplementary Figure 3. scRNA-seq reveals astrocyte and neuroblast subpopulations.**

(A-C) Volcano plot of significant differentially expressed genes in astrocyte clusters AST6 vs AST5, AST11 vs AST6 (B), AST11 vs AST5 (C). Colors: AST5 (red), AST6 (green), AST11 (blue). (D) DotPlot of astrocyte clusters with known reactive or homeostatic genes. (E) Quantitative representation of proportion of different astrocyte clusters at different ages. (F) Quantitative representation of overall cell numbers for all astrocyte clusters at different ages. (G) DotPlot of neuroblast clusters [cycling neuroblasts (CNB9,4), neuroblasts (NB0,1), maturing/mature neuroblasts (MNB13,21)] based on genes associated with specific cell processes and genes linked with V-SVZ location. (H) Quantitative representation of the proportion of different neuroblast clusters at different ages. (I) Quantitative representation of the overall cell numbers for all neuroblast clusters at different ages.

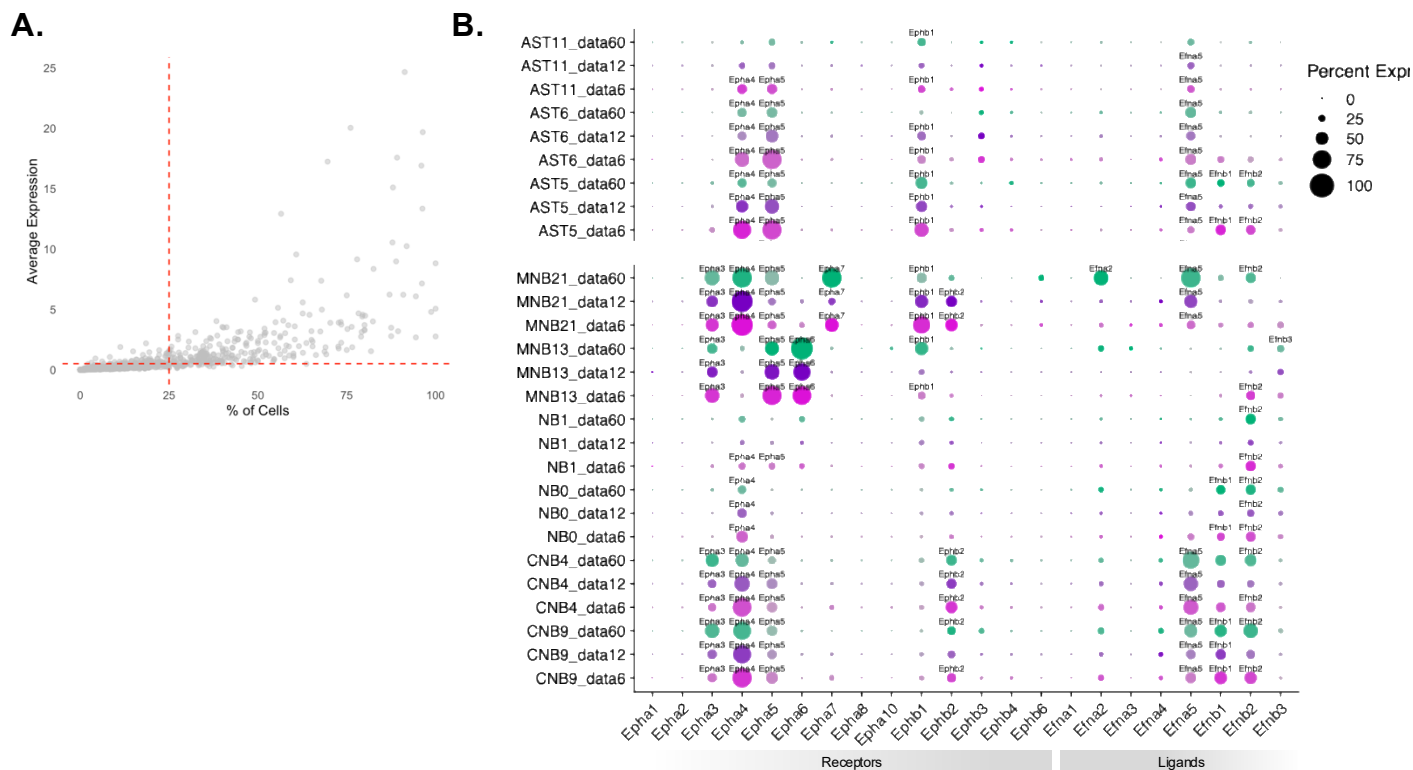

**Supplementary Figure 4. Significance threshold identification.**

(A) Scatterplot of average gene expression versus percent of cells expressing genes. Red dotted line represents thresholds of >25% cells expressing genes with an average expression >0.5. (B) DotPlot of Eph/ephrin expression in neuroblast and astrocyte clusters split by age P6 (pink), P12 (purple), P60 (green). Significant expression is annotated with the gene name.

How the deposited data were processed for this re-analysis (not part of the article)

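RNA of single cells from the RMS of CD-1 mice was measured by droplet sequencing at P6, P12 and P60, in 1 library per age. According to the methods the P6 and P12 libraries each pooled 4 mice of both sexes, and the paper's text does not name the number of mice behind the P60 library. The authors deposited for each library a matrix of UMI counts per gene and cell made with Cell Ranger from reads aligned to mm10, with 33696 genes, of which 1735 are not in GENCODE M21. The unit is a count, and no normalization had been applied. The headers name Cell Ranger 7.0.1 for P6 and P12 and 9.0.1 for P60, whereas the methods name the later version for all. P60 also differs in the dissociation, so that age, dissociation and version are confounded there. No cell annotation was used, and cell types were rebuilt from the counts.

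Cells with 500 to 6000 detected genes and at most 10% mitochondrial counts were kept, which removed 812, 1302 and 332 barcodes at P6, P12 and P60, of which 260, 950 and 273 were above the mitochondrial limit. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold marked 0.0902%, 0.0691% and 0.358% of the barcodes, too few to have worked. The choice set in advance was a nominal rate of 0.8% per 1000 barcodes, which removed the highest scores, 157, 268 and 51 barcodes including some that the filter also removed. The cells kept held 30105340, 24040824 and 16176805 UMIs, with a median of 3085, 2219 and 2679.5 detected genes per cell.

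Clustering used Seurat 5.3.0 in R 4.3.3, where the methods name v5.1.0. Counts were log-normalized to 10000 per cell, 2000 variable features were taken, the 61 genes reported at claims were left out of them, and the libraries were integrated by canonical correlation analysis with 30 dimensions. Neighbors were searched among 20 cells and clusters made at resolution 0.8. Clusters were named from 16 lists of marker genes, which share no gene with those reported at claims. A marker counted as detected in a cluster with a level at least 2 times that of the other cells after 10 CPM were added to both and with a UMI in at least 10% of the cells. A name needed at least 3 detected markers and a fraction of at least 0.4 of its list. A cluster stayed unnamed when it reached this fraction for both maturing neuroblasts and neurons, when it was shallow and had none of its markers among its leading genes, or when these held more markers of a class outside its own group, with the 4 neuroblast classes taken as 1 group. The marker lists were fixed in advance, and the scoring rule was set after the clusters were seen. The 10 leading genes of the immature cluster r1 hold a marker of maturing cells and none of its own list. It kept its name because both are neuroblast classes and it was not shallow, and the 2 immature clusters are also given apart. The named classes and ages were then compared as sums of counts.

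Genes are named by a fixed rule. They are every Eph and ephrin gene, every gene the paper names in its single-cell results and discussion, *Xist*, and in neuroblast-like and in astrocyte-like cells the 5 genes with the largest rise and the 5 with the largest fall from P6 to P60. The last were taken from genes with at least 100 CPM at P6 or P60 and a P12 value between the other two, leaving out mitochondrial, ribosomal protein, hemoglobin and sex-linked genes.

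With 1 library per age no test between ages, no standard error and no count of changed genes was made. Sums are given as CPM with exact Poisson intervals, ratios of sums with intervals from the binomial share of their counts, and shares of cells with exact Clopper-Pearson intervals, all at the 95% level and for counting error only. Where a group held 0 counts, the upper limit of 3 counts is given, which is lower than the upper end of the exact interval. Shares of cells with a UMI were also computed after thinning to 2000 UMIs per cell. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps, and edgeR 4.0.16 for the TMM scaling factors of 1 alternative.

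Expression calls used the thresholds of the methods, a mean above 0.5 counts per 10000 and a UMI in more than 25% of cells. Communication was computed from the formula of the methods' package, which itself was not used here. The triMean of log-normalized ligand and receptor values, each divided by the largest value of the library, was multiplied and passed through a Hill function with a constant of 0.5 for 64 ephrin-Eph pairs, with a threshold of 0.01, without the permutation test and without narrowing by protein or phosphorylation data, which the paper applied to its pairs. The largest log-normalized value was that of *Ttr* at P6 and P12, 8.49 and 8.50, and of *Prl* at P60, 8.71. *Prl* led the unnamed cluster r26, so the P60 scale was set outside the classes compared. A larger value lowers every probability of its library. Sums and values near the threshold are therefore not on 1 scale across ages. The 64 pairs include *Efna2-Epha6*, whereas the paper added *Epha6* with *Efna5* only. Cells were called male from a positive Seurat module score of *Uty*, *Kdm5d* and *Ddx3y*, while ratios of Eph and ephrin levels between the sexes compare cells with a UMI of *Xist* or of a Y-linked gene but not both.

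The steps across many genes or pairs were tested on simulated data. Of 5000 simulated genes with 200 changed, 1167 passed the CPM minimum and 95.5% of their intervals held the true fold. Among the largest folds 199 were changed genes. Thinning of 1 simulated gene to 2000 UMIs gave a share of 7.47% against a true 7.69%, and a planted communication probability of 0.123 was returned. The simulated data held no spread between cells beyond counting error and none between mice or protocols. They check that the steps compute what was intended, and cannot show that the intervals suit the real data.

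The alternatives tried were a stricter cell filter of at least 1000 genes and at most 5% mitochondrial counts, no doublet removal, the automatic Scrublet threshold, all variable features, no integration, 20 dimensions, and resolutions 0.4 and 1.2. For the expression calls they were class sums in place of the mean over cells and thinning to 1000, 2000 and 4000 UMIs. For communication they were a 10% truncated mean, scaling without mitochondrial, ribosomal protein and hemoglobin genes, and thinned cells. The scaling alternative could not change any value, since *Ttr* and *Prl*, which set the scale, are in none of these groups. It is therefore no evidence of stability. For sex they were a call from 1 Y-linked UMI and a restriction to cells with a UMI of *Xist* or of a Y-linked gene but not both. For the changes with age they were the mean over cells, TMM scaling and a minimum of 20 CPM. Added after seeing the data were 2 ways of counting unnamed clusters as maturing, communication at P60 without the glutamatergic class, communication with each cluster in place of its class and ratios between the sexes without a CPM minimum.

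Lists of 14 pituitary genes and of 14 immediate early genes were written for tests whose results the closing section gives. Immunohistochemistry, EdU labeling and the phosphorylation experiments of the paper were not analysed here.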

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

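The tests in this part were chosen only after the results were seen, though for the test of the genes of r9 the bound was written before it was run.

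A difference between groups was found for *Efna5*. From P6 to P12 its log2 change was -0.38 (-0.51 to -0.26) in neuroblast-like cells and 0.44 (0.25 to 0.64) in astrocyte-like cells, 0.83 apart, and the difference itself was not tested because each age has 1 library. Library scaling would have to take the opposite directions away, but with TMM scaling the changes were -0.44 and 0.46, a difference of 0.90. A shift in the mix of clusters within each class would have to vanish when the cluster weights of P6 are held fixed, but the changes were then -0.24 and 0.52, a difference of 0.76. The directions did not hold in every cluster. Among neuroblast-like cells the cycling (209 to 162 CPM) and immature (89.8 to 58.0 CPM) classes fell, while the glutamatergic class rose from 141 CPM (119 to 165) to 249 CPM (201 to 304). Among astrocyte-like cells r4 rose from 106 to 241 CPM and r5 moved from 125 to 142 CPM, while r13 fell from 304 to 183 CPM. Both libraries were dissociated alike. A change with age stays open and was not tested apart from these, and so does a difference between the 2 pools of mice.

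A signal in cells the paper does not discuss was found for *Epha3* in the neuron-like clusters r11 and r16 at P6. Its level there was 405 CPM (384 to 428) in 326 cells, with a UMI in 61.0% of cells, or 38.3% after thinning, which left out 26 cells. The median depth was 7811.5 UMIs, against 8490.5 in the microglia-like cells of the library, in which the *Epha3* level was 0% of that of the neuron-like cells. This argues against free RNA as the source. Doublets with another named class would need a level at least as high there, and the next highest, the glutamatergic neuroblast-like class, was at 248 CPM (219 to 279). The unnamed cluster r9 was at 447 CPM (391 to 510) in 55 cells, so that the neuron-like clusters are the highest among named classes only. To give the *Epha3* level, r9 would have to supply at least 75.3% of the UMIs of the neuron-like clusters. A set of 244 other genes high in r9, chosen without the neuron-like cells, reached there a median of 44.5% of their level in r9 (quartiles 26.6% and 73.3%), and 199 neuron-like cells held an *Epha3* UMI. This argues against doublets with r9 as the whole source. That the neuron-like cells themselves express *Epha3* is a candidate explanation, and no biological explanation was tested.

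Another such signal was *Efna5* in the olfactory ensheathing cell-like cluster at P12, at 869 CPM (826 to 913) in 271 cells, with a UMI in 87.5% of cells, or 72.1% after thinning, which left out 49 cells. Microglia-like cells had a share of 2.95% at a median of 5271 UMIs, against 6723 in the cluster, and a level that was 0.764% of the cluster's, which argues against free RNA. The next highest named class was again the glutamatergic one, at 249 CPM (201 to 304), and the highest unnamed cluster was r22, at 439 CPM (372 to 514), both too low for doublets to be the source. Most cells of the cluster came from the P12 library. Expression by these cells is a candidate explanation, and no biological explanation was tested.

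In the oligodendrocyte-like cluster at P60, *Efnb3* was at 473 CPM (442 to 507) in 156 cells, and 98.7% of the cells held a UMI, or 64.1% after thinning, which left out 0 cells. The median depth was 10245.5 UMIs, against 5391 in the microglia-like cells, where the level was 0% of the cluster's. Free RNA would have reached these cells too. The next highest named class, the neuron-like one, was at 72.4 CPM (58.1 to 89.2) and the highest unnamed cluster, r18, at 117 CPM (98.8 to 138), both under the level that doublets would need. The paper does not report on this gene in these cells. Expression by oligodendrocyte-like cells is a candidate explanation, and no biological explanation was tested.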

How the results depend on the processing

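Chosen only after the results were seen were the tests that count unnamed clusters as maturing, the one that leaves out the glutamatergic class at P60 the one of communication with each cluster in place of its class and the one of sex ratios without a CPM minimum. All other alternatives were set before the data were examined. No paired analysis was possible because each age has 1 library.

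Of the values that answer a comparison, 55 stayed within their limits, 12 moved and 2 reversed under an alternative. The limit of a share or ratio was its counting interval in the setting used throughout. Counts had a wider limit, under which the loss of an astrocyte-like cluster still counted as staying. The 55 include the scaling alternative of the communication calls, which could not change any value, so the tally is a loose measure of stability. Among the values of single groups and ages, 275 stayed and 69 moved. The number of clusters stayed between 24 and 35 under every alternative, and the fall of the neuroblast-like share from P6 to P60 stayed between 53.3% and 55.4% under those set in advance.

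The names of the clusters decided the shares. With r9 counted as maturing, the fall of the maturing and glutamatergic share from P6 to P60 changed from 64.6% to -80.6%, a rise, and the fall of the neuroblast-like share from 53.6% to 27.8%. With r8, r9, r18 and r22 counted, these values were -121% and 5.45%. These alternatives move cells from outside the class into it, which by construction changes both shares. At resolution 1.2 no cluster was named maturing GABAergic, and the fall, now of the glutamatergic cells alone, was 84.2%.

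Depth decided the calls. Of the 66 expression calls 48 were left at 4000 UMIs per cell, where 2 were new, 24 at 2000 and 11 at 1000. Thinning lowers the chance that a kept cell holds a UMI, but it also leaves out shallow cells, and the loss was not uniform. *Ephb1* in the glutamatergic class at P60 was called at 1000 UMIs and not at 2000. Thinning left out 0 of its 5 cells, and each depth was drawn separately, so this difference came from the random draw of UMIs. Of the 38 communication calls 1 was left in thinned cells. A 10% truncated mean gave 60, with 23 gained and 1 lost, and the cause was not tested. Without the 5 glutamatergic cells at P60 there were 22. With each of 9 clusters in place of its class there were 88, as the number of combinations per age rises by construction from 1600 to 5184. The other settings gave between 55 and 71 expression calls and between 26 and 46 communication calls.

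The share of cells called male, 31.6%, was 33.5% with a call from 1 Y-linked UMI and 40.7% among cells with a UMI of *Xist* or a Y-linked gene but not both. The cause of the first was not tested, and the second leaves out cells that cannot be called. Without a minimum of 100 CPM, 7 of 16 genes in neuroblast-like and 5 of 15 in astrocyte-like cells kept the sign of the sex ratio in all 3 libraries, against 2 of 6 and 1 of 4. Of the 20 genes named for their change with age, 7 were kept with a minimum of 20 CPM, because the wider list lets in lower genes with larger ratios. TMM scaling kept 18 and the mean over cells 15.

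By setting, the other values that moved numbered 9 with the stricter filter, 8 with all variable features, 7 at resolution 1.2, 6 with 20 dimensions, 6 with the mean over cells, 5 and 4 with thinning of the expression calls to 1000 and 2000 UMIs, 4 without doublet removal, 3 each at resolution 0.4, with thinned communication, with each cluster in place of its class and with cells of *Xist* or Y-linked UMIs alone, 2 each with the truncated mean, without integration and with a call from 1 Y-linked UMI, and 1 each with thinning to 4000 UMIs and without the glutamatergic class. For these the cause was not tested.

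Counts limit the P60 values of the glutamatergic class, with 5 cells, and of the maturing class, with 28. Neuroblast-like and astrocyte-like cells were shallowest at P12, with medians of 4730 and 3487.5 UMIs, which limits their shares of cells at that age. Not every group was shallowest there. Cluster r5 and the glutamatergic class were deeper at P12 than at P60, and r13 was deeper at P12 than at P6.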

Differences from the paper's values

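Chosen only after the results were seen were the tests that count r9 or 4 unnamed clusters as maturing and the one of communication with each cluster in place of its class, and the readings by eye were made when the values here were already known.

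The astrocyte-like clusters held 208 cells at P60, against about 350 in the paper's Supplementary Figure 3F, read by eye. With the alternatives set before the data were examined the number was 98 with the stricter filter, 211 without doublet removal, 210 with the automatic Scrublet threshold, 214 with all variable features, 218 without integration, 216 with 20 dimensions, 148 at resolution 0.4 and 208 at resolution 1.2. None of them closed the gap. At P6 and P12 the numbers were 708 and 408, against about 520 and about 490 in the same figure, so that the fall from P6 to P60 is steeper here.

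The paper states that the shares of the immature and of the proliferating neuroblasts change little between the ages. Here cycling cells made up 27.5%, 20.0% and 41.4% of the neuroblast-like cells at P6, P12 and P60, and the share was lowest at P12 and highest at P60 under every alternative set before the data were examined. The shares in the paper's own Supplementary Figure 3H, read by eye, are about 28%, 20% and 41%, so the difference is from the wording and not from the figure. Its statement that the later stages decline with age reversed here when the unnamed cluster r9, or r8, r9, r18 and r22, was counted as maturing, a choice made after seeing the values.

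Male and female cells are described as evenly spread over the clusters. Here the male share ran from 4.44% to 46.7%, and among cells with a UMI of *Xist* or a Y-linked gene but not both from 4.76% in r26 to 70.7% in r12. These shares pool libraries that differ in male share and in their part of each cluster. By library the value of r12 was 50% at P6, from 12 cells, 83.1% at P12 and 19.4% at P60. All cells of the P60 library had 36.2%, so r12 was not high in males at every age.

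For expression above the thresholds, the paper lists *Efnb1* for the immature clusters and *Efnb1* and *Efnb2* for the RMS astrocytes. Here *Efnb1* passed in the pooled immature class at P60 with 20 dimensions, without integration, with the stricter filter and with thinning to 4000 UMIs. In the setting used throughout it passed in r0 at P6 and P60 and not in r1. In astrocyte-like cells both passed in r4 at P6 and P60, and in r5 and, under every setting, in the pooled class they did not. *Epha3* is absent from the paper's list for the RMS astrocytes, while its discussion states expression of the gene in all astrocyte subpopulations. Here it passed in none of r4, r5 and r13, so the list does not differ. UMIs were found in each, at a much lower level in r5 than in r4. A few UMIs in a cluster cannot decide the statement on all subpopulations.

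The paper narrowed its pairs after the modeling by the presence and phosphorylation of the proteins, and it did not observe EphA4, EphA5 or EphA6 protein in P6 neuroblasts. The calls here rest on RNA alone and were not narrowed. The paper's interactions are also between single clusters, with AST5 and AST6 as the astrocytes. The main calls here pool clusters into classes, with r13 among the astrocyte-like ones. With each cluster in place of its class the design is nearer to the paper's, although this was chosen after seeing the values. The pairs below are therefore not compared on equal terms. Neither a call that the paper does not list nor a missing call is a contradiction of it.

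At P6 the paper's leading pairs are *Efnb2-Ephb1* and *Efna5-Epha7*. Here neither was called between classes, and *Efna5-Epha4* and *Efnb2-Epha4* gave 7 of the 12 calls. With a truncated mean *Efnb2-Ephb1* was called from the immature to the glutamatergic class, and *Efna5-Epha7* was called with a truncated mean, the stricter filter and without integration. With each cluster in place of its class, chosen after seeing the values, *Efnb2-Ephb1* was called from the cycling cluster r7 to the glutamatergic cluster r20, at 0.0116. Signaling of this pair between an astrocyte cluster and cycling and immature clusters is stated as well. No setting called it for the pooled astrocyte-like class. Between single clusters, the alternative chosen after seeing the values, it was at 0 from r4 to these clusters and reached 0.00962 from r7 to r4.

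The paper places the first signaling through *Epha3*, *Epha4* and *Epha5* at P12. Here these receptors had 1, 7 and 2 calls at P6. At P12 *Efnb2-Epha4* was called with the stricter filter alone, from the immature and the maturing to the glutamatergic class, and *Efna5-Epha3* with a truncated mean alone, within the glutamatergic class. *Efna5-Epha5* between the cycling and the maturing class was called at that age with a truncated mean and with all variable features, and from astrocyte-like cells to the maturing class with these and without doublet removal. *Efna5-Epha5* within the pooled astrocyte-like class at P12 was called under no setting, with a probability of 0.00331. It was called within cluster r4, at 0.0133, with each cluster in place of its class, chosen after seeing the values.

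At P60 signaling through *Efnb1* is stated, and no setting called it at that age. With each cluster in place of its class, chosen after seeing the values, *Efnb1-Epha4* was called at P6 instead, to r20 from r7, r4 and r0, at 0.0186, 0.0120 and 0.0104. *Efna2-Epha3* towards the cycling class was called with a truncated mean and the stricter filter, at 0.0106 and 0.0103, and *Efna2-Epha4* towards it, at 0.0102 from r20 to r7, only with each cluster in place of its class, chosen after seeing the values. *Efna2-Epha5*, stated between the maturing and the mature cluster, was called within the glutamatergic class only. *Epha4* signaling between astrocytes and neuroblasts is stated through P60, and here it was called at that age with a truncated mean and, between r4 and r20 at 0.0113 and 0.0100, with each cluster in place of its class, chosen after seeing the values.

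An addition of pairs from age to age is stated. Here the pairs numbered 5, 3 and 9, with fewer at P12 than at P6 under every alternative except thinned cells, which left 1 call. The 9 at P60 include *Efna2-Epha6*, which is outside the paper's list of pairs.

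*Reln* is described as not seen in RMS neuroblasts or astrocytes. Here it was at 9.05 CPM in neuroblast-like cells at P6 and at 29.9 CPM in astrocyte-like cells at P12. After thinning it was found in 1.15% and 3.33% of these cells, at P12 a larger share than in microglia-like cells. At P6 the comparison cannot decide, since 0 of 108 thinned microglia-like cells allows a share of up to 3.36%. Under the thresholds of the methods it passed in neither.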

Other observations

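Chosen only after the results were seen were the tests of depth and of *Malat1* for r13 and its comparison with shallow r4 cells, the tests of doublets for r26, of both explanations for the male share at P12, of other tissue for the neuroblast-like share and of the names for the maturing share.

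The astrocyte-like cluster r13 was low in *Ezr*, *Vim*, *Hes5* and *Mfge8* and high in *Gabbr2*, and its cells were shallow. Fewer UMIs drawn from the same RNA would leave CPM unchanged, yet the *Vim* level was 0.0576 times that of r4 and r5, and the intervals of all 5 genes lay apart. Low RNA content as the whole cause is argued against as well. The 25% of r4 cells with the fewest UMIs were shallower than r13, with a median of 1588 against 1968 UMIs, yet all 5 genes stayed apart from r13 there. *Vim* was at 296 CPM (236 to 367) against 17.8 CPM in r13, *Hes5* at 517 against 218 CPM and *Gabbr2* at 7.14 against 593 CPM. From the 25% of cells with the most UMIs to those with the fewest, the test written beforehand, 1 of the 5 genes moved as in r13 within r4 and 2 within r5, where *Hes5* and *Mfge8* rose instead, to 849 and 1594 CPM from 481 and 925 CPM. A part of the *Vim* difference may come from low RNA content. Damaged cells that lost cytoplasm cannot be told apart. The log2 ratio of r13 to r4 and r5 rose across 4668 genes with that of the shallow cluster r17 to microglia-like cells (Spearman's rho 0.791), and genes are not independent replicates. However, the *Malat1* share of UMIs, from a transcript kept in the nucleus, was 1.04 times that of r4 and r5 in r13, while in r17 it was 1.55 times that of microglia-like cells. This is 1 gene, and it was looked at after the results were seen, which keeps the explanation open. A type of astrocyte with these levels stays open, and no biological explanation was tested.

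Cluster r26, of 45 cells, was led by *Prl*, *Pomc* and *Gh*, with 316439, 4448 and 435 CPM. All of its *Prl* came from P60, where the 28 cells of the cluster had 428430 CPM and 24.2% of microglia-like cells held a *Prl* UMI. At P12, 4 of its 7 cells held *Avp*, so it may join unlike cells. Doublets are argued against, since markers of neuroblast-like cells reached a median of 7.91% of their own level, those of astrocyte-like cells 0.325% and those of microglia-like cells 0.0706%. For pituitary tissue carried along, 14 genes were listed before the test, leaving out the leading genes already seen. Only 3 of them, or 21.4%, were found in at least 10% of r26 cells and under 1% of others. This is under the 25% that had been set in advance as speaking against pituitary tissue, and the explanation is therefore not upheld by the test as it was written. For a time this bound was loosened after the value had been seen, and it was then put back to the one written before the test. Among the leading genes, which were seen beforehand and decide nothing, *Pou1f1* was in 57.8%, *Six6* in 80.0% and *Dlk1* in 77.8% of the cells. No biological explanation was tested.

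More cells were called female than male in pools of both sexes. Shallow cells of males may explain part of this, since from the 25% of cells with the fewest UMIs to the 25% with the most the share called male rose in every library, by at least 10.6 percentage points. Among cells with a UMI of *Xist* or a Y-linked gene but not both, the male share was 33.7%, 50.3% and 36.2% at P6, P12 and P60, so that by this call the P12 library was near even. A pool with more female cells stays open at P6 and P60. In 2.68%, 1.92% and 0.840% of the cells at P6, P12 and P60, UMIs of both *Xist* and a Y-linked gene were found. Doublets left after Scrublet are a candidate explanation, as such cells were 5.45 times as frequent among the 364 removed barcodes, 16.5% (12.8 to 20.7), as among kept cells of the same range of UMIs, 3.03%. No biological explanation was tested for either.

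Immediate early genes, 14 in the list, fell from P12 to P60 by a median of 1.499 on the log2 scale over 5 classes. The dissociation protocol alone would move every class the same way and by more than between P6 and P12. The neuron-like class rose by 1.09, while the values were -1.499 in neuroblast-like, -1.51 in astrocyte-like, -1.07 in oligodendrocyte precursor-like and -1.57 in microglia-like cells. In astrocyte-like cells the value had already been -1.56 from P6 to P12, with 1 protocol. This argues against the protocol as the whole cause. A part of it, and a change with age, stay open and were not tested.

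At P12 the olfactory ensheathing cell-like cluster and r8, r18 and r22 together were 77.1% male (72.8 to 81.1) among cells with a UMI of *Xist* or a Y-linked gene but not both, against 47.3% (44.0 to 50.5) of neuroblast-like cells. At P6 the values were 68.6% and 30.6%. A sex difference in these cells at every age is argued against by P60, with 31.3% (25.6 to 37.3) against 38.8% (33.9 to 43.9). More bulb tissue from 1 male of the pool could give the P12 value, but the mice of a pool cannot be told apart, which keeps it open. A sex difference limited to the early ages stays open as well and was not tested.

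The neuroblast-like share of cells fell from P6 to P60, while the ratio of neuroblast-like to astrocyte-like cells at P60 was 0.962 times that at P6. More of other tissue in the P60 dissection could lower the share in this way, and a loss of both classes could too, which the design cannot tell apart. A fall with age stays open. Names may also bear on the maturing share. With r9 counted as maturing, the share at P60 was 42.5%, and whether r9 holds neuroblasts or neurons of the bulb could not be told apart.

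By the rule on size, the genes with the largest rise from P6 to P60 in neuroblast-like cells were *Ptgds*, with a log2 ratio of 4.47 (4.24 to 4.71), *Rpa3* with 3.25, *Erh* with 2.12, *Dynlt1f* with 2.03 and *H2ac8* with 1.82. Those with the largest fall were *Nrg3* with -3.67, *Cwc22* with -3.03, *Csmd1* with -2.34, *Plcb1* with -2.09 and *Nkain3* with -1.99. In microglia-like cells 4 of these genes moved the same way, *Cwc22* from 219 to 25.4 CPM, *Rpa3* from 9.57 to 28.1 CPM, *Erh* from 44.975 to 95.6 CPM and *Dynlt1f* from 7.66 to 23.4 CPM, so the direction of these changes is shared with microglia-like cells, while the ratios of *Rpa3* and *Erh* were larger in neuroblast-like cells. *Nrg3*, *Csmd1* and *Plcb1* fell there too, from 16.3 CPM or less. *H2ac8* is a leading gene of the cycling cluster r7, whose class takes a larger share of the neuroblast-like cells at P60. Of 2041 genes with at least 100 CPM, 783 had a P12 value between the other two.

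In astrocyte-like cells the largest rises were those of *Omg* with 4.93 (4.21 to 5.71), *Gjb6* with 4.58, *2210408F21Rik* with 4.31, *Ntsr2* with 4.26 and *Grin2c* with 4.01. *Ntsr2* is one of the markers used for the name. The largest falls were those of *Fosb* with -7.27 (-12.58 to -4.79, from 1 count at P60), *Ier2* with -5.78 (-8.82 to -3.92, from 2 counts), *Hs6st3* with -5.50 (-7.79 to -3.95, from 3 counts), *Fos* with -5.02 and *Prkg1* with -4.94, from 8 counts. In microglia-like cells *Fosb* fell from 195 to 22.7 CPM, *Ier2* from 367 to 67.5 CPM, *Fos* from 911 to 247 CPM and *Prkg1* from 108 to 45.5 CPM, while *2210408F21Rik* rose from 2.87 to 54.8 CPM, so the direction is shared with microglia-like cells, while the 4 falls were steeper in astrocyte-like cells. Of 2229 genes with at least 100 CPM, 1164 had a P12 value between the other two. Age and protocol are confounded at P60.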
